# A role for prenylated rab acceptor 1 in vertebrate photoreceptor development

**DOI:** 10.1186/1471-2202-13-152

**Published:** 2012-12-15

**Authors:** Virginia M Dickison, Angela M Richmond, Ameair Abu Irqeba, Joshua G Martak, Sean CE Hoge, Matthew J Brooks, Mohammed I Othman, Ritu Khanna, Alan J Mears, Adnan Y Chowdhury, Anand Swaroop, Judith Mosinger Ogilvie

**Keywords:** Retina, Photoreceptor, Mouse, Retinal degeneration, Photoreceptor development, Rabac1, Prenylated Rab Acceptor 1, Rab6, Vesicular trafficking

## Abstract

**Background:**

The *rd1* mouse retina is a well-studied model of retinal degeneration where rod photoreceptors undergo cell death beginning at postnatal day (P) 10 until P21. This period coincides with photoreceptor terminal differentiation in a normal retina. We have used the *rd1* retina as a model to investigate early molecular defects in developing rod photoreceptors prior to the onset of degeneration.

**Results:**

Using a microarray approach, we performed gene profiling comparing *rd1* and wild type (wt) retinas at four time points starting at P2, prior to any obvious biochemical or morphological differences, and concluding at P8, prior to the initiation of cell death. Of the 143 identified differentially expressed genes, we focused on *Rab acceptor 1 (Rabac1)*, which codes for the protein Prenylated rab acceptor 1 (PRA1) and plays an important role in vesicular trafficking. Quantitative RT-PCR analysis confirmed reduced expression of PRA1 in *rd1* retina at all time points examined. Immunohistochemical observation showed that PRA1-like immunoreactivity (LIR) co-localized with the cis-Golgi marker GM-130 in the photoreceptor as the Golgi translocated from the perikarya to the inner segment during photoreceptor differentiation in wt retinas. Diffuse PRA1-LIR, distinct from the Golgi marker, was seen in the distal inner segment of wt photoreceptors starting at P8. Both plexiform layers contained PRA1 positive punctae independent of GM-130 staining during postnatal development. In the inner retina, PRA1-LIR also colocalized with the Golgi marker in the perinuclear region of most cells. A similar pattern was seen in the *rd1* mouse inner retina. However, punctate and significantly reduced PRA1-LIR was present throughout the developing *rd1* inner segment, consistent with delayed photoreceptor development and abnormalities in Golgi sorting and vesicular trafficking.

**Conclusions:**

We have identified genes that are differentially regulated in the *rd1* retina at early time points, which may give insights into developmental defects that precede photoreceptor cell death. This is the first report of PRA1 expression in the retina. Our data support the hypothesis that PRA1 plays an important role in vesicular trafficking between the Golgi and cilia in differentiating and mature rod photoreceptors.

## Background

Retinitis pigmentosa (RP) is the leading cause of inherited blindness. In recent years, progress has been made in the identification of genetic defects and molecular mechanisms that underlie RP [1,2]. The *rd1* mouse is among the best-characterized animal models of RP [3,4]. It is distinguished by early onset and rapid degeneration of rod photoreceptors with cell death beginning around postnatal day 10 (P10), during the period of photoreceptor differentiation, and completed by P21 [5]. Cone cell degeneration occurs slowly over the following year [5,6]. The *rd1* mutation is autosomal recessive, occurring in the β-subunit of the rod-specific cGMP phosphodiesterase6 (*Pde6b*) gene [7,8]. The defect in Pde6 causes a failure in the hydrolysis of cGMP, resulting in a doubling of cytoplasmic cGMP levels by P6 in *rd1* whole retina compared to wild type (wt) and a nearly 10-fold increase by P13 [3,9].

cGMP is an important second messenger involved in regulation of many functions including phototransduction as well as neuronal differentiation, smooth muscle contractility, and olfactory stimulation [10]. In the outer segment of a mature normal photoreceptor, cGMP facilitates the opening of ion channels permeable to sodium leading to depolarization of the cell. These channels are also permeable to calcium, which may play several roles including negative feedback of cGMP. In the *rd1* retina, photoreceptors degenerate just as the outer segment begins to form. Although the significance of cGMP in phototransduction is well established, little is known about the role of cGMP in developing photoreceptors or how it leads to degeneration in the *rd1* retina.

We have used microarray analysis to investigate differences in gene expression between the *rd1* and wt mouse retinas during the period preceding cell death from P2, prior to any identified morphological or biochemical differences, through P8, when early degenerative changes are present but prior to onset of cell death. During this period, 143 differentially expressed genes were identified. We confirmed two genes to be differentially expressed at all 4 time points: the mutant gene, *PDE6b*, and *Rab acceptor 1 (prenylated)* (*Rabac1*). *Rabac1* codes for an integral membrane protein, PRA1, that interacts with numerous small prenylated GTPases in the Rab family [11-14], consistent with a role in vesicular trafficking. The specific function of PRA1 in photoreceptors, however, has not been elucidated.

Here we present the first description of PRA1 in the retina, establishing the localization of PRA1 protein in developing wt and *rd1* mouse retinas. We demonstrate that its expression in photoreceptors is significantly decreased and mislocalized in *rd1* retina compared to wt, prior to rod photoreceptor degeneration and consistent with a role of PRA1 in rod differentiation.

## Results

### Identification of differentially expressed genes

Gene expression profiles of *rd1* mouse retina were compared to those of wt retina at four time points: P2, P4, P6, and P8. This time span was selected such that the earliest time point precedes any reported morphological or biochemical changes in *rd1* retina compared to wt and the latest time point precedes onset of cell death. 

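Pde6b encodes the beta subunit of the rod cGMP phosphodiesterase and carries the rd1 mutation. Its log2 level at P2 was 6.96, 7.19, 9.42 and 9.76 on the arrays labelled wt replicates 1 to 4, and 7.00, 9.18, 9.24 and 6.84 on the arrays labelled rd1 replicates 1 to 4. At P4 it was 11.68, 11.82, 12.38 and 11.65 in wt and 8.65, 9.19, 9.80 and 9.55 in rd1. At P6 the wt arrays gave 13.33, 13.38, 13.31 and 13.30 and the rd1 arrays 10.52, 10.92, 10.68 and 10.65. At P8 the wt arrays gave 13.65, 13.57, 13.81 and 13.91 and the rd1 arrays 11.11, 11.45, 10.96 and 12.04. Each rd1 array therefore lay below each wt array at P4, P6 and P8. At P2, Pde6b goes against the label on 4 of the 8 arrays: it was low on wt replicates 1 and 2 and high on rd1 replicates 2 and 3. The labels were kept as given, samples of that age are called arrays labelled wt P2 or rd1 P2, and every direction at P2 rests on those labels. The place of the probe set in the Pde6b transcript is not given in the sources used here. The paper's RT-qPCR fold for Pde6b at P2 is -4.52 and its Western blots show less PRA1 in rd1 at P2, which does not settle the labels of these arrays.

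**Figure D1:**
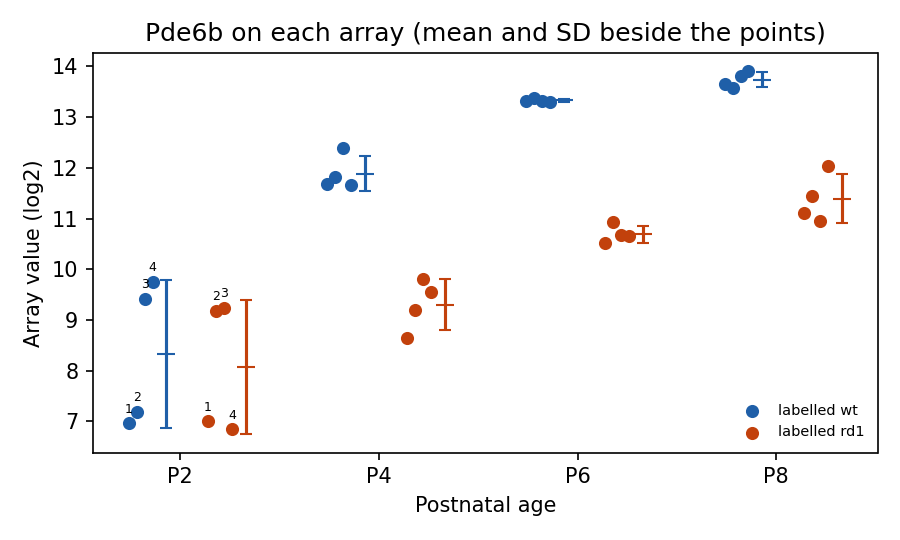
Log2 level of Pde6b on each of the 32 arrays by age, wt and rd1 side by side. Points are single arrays, those of P2 numbered by replicate, and bars are the mean ± SD of 4 arrays; the groups are apart at P4, P6 and P8 and overlap at P2.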

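Retinas of wt and rd1 pups were pooled, 8 to 14 to a sample, at P2, P4, P6 and P8. RNA of 4 samples of each genotype and age was hybridised to 1 MOE430A array each, which gives 32 arrays in 8 groups. The authors background-corrected, normalised and summarised the arrays by Robust Multichip Average, and their values are on the log2 scale. They run from 0.07 to 15.0, with array medians between 6.54 and 6.76, and arrays of 1 group correlate at 0.981 to 0.998. The table holds 22690 probe sets, of which 64 array controls were left out and 22626 were tested. Among these controls, the probe sets for Bacillus transcripts read 1.75 to 4.89 over the 32 arrays, taken here as the range of background; whether such transcripts were added to the samples is not given in the sources used here. Each comparison is rd1 minus wt at 1 age, in a single limma model of all 32 arrays with 24 residual degrees of freedom and an intensity trend. Values are group means of log2 levels ± SD, differences of log2 means with limma's standard error, and p adjusted by Benjamini-Hochberg over the probe sets at that age. A gene is called at an adjusted p under 0.05. Beside the model stands a two-sided exact permutation test, whose smallest p is 0.0286 with 4 arrays against 4. On simulated data with these arrays' spread, the model recovered 44.8% of 1.5-fold changes at P2, 52.2% at P4, 40.3% at P6 and 44.8% at P8. Of 4-fold changes it recovered 97% at each age. The simulated noise was drawn separately for each probe set and with the same spread in all 8 groups. It therefore lacks any structure that probe sets share on the real arrays and any difference in spread between ages, and recovery there may differ. On the real arrays Pde6b at P4, lower by 2.58 with no overlap, was not called (limma adjusted p = 0.101). Whether the 4 samples of a group come from separate litters is not given in the sources used here, so p-values measure the spread between samples. The number of arrays limits the precision, and the scanner signals were not used here.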

At least four samples were examined for microarray analysis at each time point. 

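Over the 4 ages together, Ptpro, a receptor-type tyrosine phosphatase, fell in rd1 by 0.90 on the log2 scale (on the probe set that is not in Table S1, standard error 0.11, n = 16 arrays per genotype, limma adjusted p = 6.64e-05). Sbno1, a homologue of the Drosophila gene strawberry notch, fell by 0.47 (standard error 0.07, adjusted p = 0.00166) and Cuedc1 fell by 0.49 (standard error 0.09, adjusted p = 0.0278). Ccnb1, the cyclin B1 of mitotic entry, rose by 1.09 (standard error 0.17, adjusted p = 0.00214). The transcript 2610524H06Rik rose by 0.91 (standard error 0.14, adjusted p = 0.00166) and the EF-hand gene Efcab7 by 0.77 (standard error 0.12, adjusted p = 0.00347). With Pde6b, Rabac1 and 2 probe sets that have no single gene symbol, these make up the 10 probe sets that passed limma's test over all ages, 4 higher and 6 lower in rd1, with 5024 at an unadjusted p under 0.05. These means include the arrays of P2, whose labels are in doubt, where Ptpro differed by 0.03, Sbno1 by 0.02 and 2610524H06Rik by -0.14. The mean of Ccnb1 rests mainly on P6 (0.35, 0.27, 2.85 and 0.90 at P2, P4, P6 and P8; limma's F test of a change with age, adjusted p = 0.0375). At single ages, Ptpro, Pde6b, 2610524H06Rik and Gzmm (granzyme M, a serine protease) were each called at P6 and at P8. No probe set was called at 3 or more ages by limma, while 22 were lower at an unadjusted p under 0.05 at 3 or more ages. At P4 a single probe set without a gene symbol passed, lower in rd1 (676 at an unadjusted p under 0.05), and Ptpro was at 9.80 ± 0.17 in wt and 8.66 ± 0.06 in rd1 (SD, n = 4 arrays, difference -1.14, standard error 0.21, adjusted p = 0.101). The groups did not overlap for 688 probe sets at P4 (3.04% against 2.86% by chance). Without the 8 arrays of P2, an alternative chosen after seeing the data, 9 were called at P4. The count over all ages was 47 without rd1 P8 replicate 4, 22 without wt P6 replicate 4, 19 without rd1 P2 replicate 2 or rd1 P8 replicate 2, and 16 without wt P2 replicate 1, and the count at P4 was 2 without wt replicate 3 or rd1 replicate 4.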

Genes that showed 1.5 fold or greater change, with False Discovery Rate Confidence Interval (FDR-CI) p-values less than 1 were included, resulting in the identification of 143 differentially expressed genes in *rd1* compared to wt retina between P2 and P8 (Additional file 1: Table S1). Of these genes, 106 were downregulated and 43 were upregulated at one or more time points. 

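Among the 143 probe sets of the paper's Table S1, genes of cell division passed limma's test at P6 in rd1. Birc5 (survivin, of the chromosomal passenger complex) rose by 1.89 on the log2 scale (standard error 0.40, adjusted p = 0.0396), the mitotic kinase Pbk by 1.86 (standard error 0.37, adjusted p = 0.028) and Cdca3, a trigger of mitotic entry, by 1.62 (standard error 0.31, adjusted p = 0.0249), with n = 4 arrays per group. The Purkinje cell protein gene Pcp2, also a marker of rod bipolar cells, fell by 1.49 on its brightest probe set (standard error 0.32, adjusted p = 0.0406). At the ages at which Table S1 gives a fold of 1.5 or more, the difference here had the table's sign for 45 of 45 probe sets at P2, 12 of 12 at P4, 73 of 73 at P6 and 41 of 41 at P8. Of these, 22 passed at P6 and 4 at P8, and none at P2 or P4 by limma. Adjusted over the list alone, 40 of the 143 passed at P2, 6 at P4, 60 at P6 and 22 at P8; the paper chose the list on these arrays, so it is not independent evidence. The 4 at P8 were Pde6b, Spp1, 2610524H06Rik and Papola, the poly(A) polymerase alpha, which was named after its values were seen (difference -0.70, adjusted p = 0.0292). Table S1 probe sets passed at 24 of 143 at 1 or more of these ages. That count was 7 without wt P6 replicate 1, wt P6 replicate 2 or rd1 P6 replicate 3, 8 without wt P6 replicate 3 or rd1 P6 replicate 4, 13 without rd1 P6 replicate 1, 55 without rd1 P2 replicate 2 and 59 without rd1 P2 replicate 3. Birc5 and Pbk were called in 2, Cdca3 in 3 and this probe set of Pcp2 in 1 of 8 refits that each left out 1 array of P6.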

Only 6 genes, all in the crystallin family, were included in both groups. These 6 genes were upregulated at P8 but downregulated at P6, and in one case also at P4.

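Crystallins are the structural proteins of the lens, and several are also transcribed in the retina. At P6, Cryba4 was at 6.25 ± 0.92 in wt and 4.32 ± 0.76 in rd1 (SD, n = 4 arrays; log2 difference -1.93, standard error 0.83, limma adjusted p = 0.546). Crygs was at 6.99 ± 1.40 in wt and 5.01 ± 0.80 in rd1 (difference -1.97, standard error 0.91, adjusted p = 0.583). Cryba1 differed by -1.87 (standard error 1.10), Cryaa by -1.61 (standard error 1.05) and Crybb3 by -1.10 (standard error 0.78), each with an adjusted p of 0.698 to 0.737. The remaining probe set matches both Crygb and Crygc and differed by -2.42 (adjusted p = 0.514). None of the 6 passed the test for a single gene at P4, P6 or P8. Of the 14 crystallins measured, all 14 were below 0 at P6, none called (none when adjusted over the list alone), with a mean of -1.44 (standard error over genes 0.15). As a list they fell by limma's camera test with a preset correlation (adjusted p = 1.77e-06), which was lost with an adjusted p = 0.466 with an estimated correlation. At P4, 13 of 14 were below 0, none called (none when adjusted over the list alone), with a mean of -0.78 (standard error 0.14; camera adjusted p = 0.000155, and adjusted p = 0.567 with an estimated correlation). The gamma crystallin Crygb was then at 5.86 ± 1.03 in wt and 4.23 ± 1.28 in rd1 (difference -1.64, standard error 0.91, adjusted p = 0.9998), and the probe set of Crygb and Crygc differed by -1.45. The rd1 levels of Cryba4 at P6 and of Crygb at P4 lie in the range of background. The standard errors over genes leave out the spread between arrays, which is wide. At P6 the crystallin mean was 7.5, 8.0, 6.3 and 6.6 on the wt arrays and 5.5, 5.5, 4.9 and 6.7 on the rd1 arrays. At P4 it was 5.9, 5.6, 6.1 and 4.3 in wt and 4.4, 4.2, 4.9 and 5.2 in rd1. At P8 the differences of the same 6 probe sets were above 0, and the probe set of Crygb and Crygc was at 14.14 on rd1 replicate 4 and at 9.96 to 10.21 on the other 3 rd1 arrays.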

### Characterization of functional groups

Functional groups of differentially expressed genes were derived from gene ontology (GO) terms (Figure 1). 

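At P6, genes of the mitotic cell cycle were higher and bipolar cell genes lower in rd1. Ccnb1 was at 2.75 ± 0.28 in wt and 5.60 ± 0.41 in rd1 (SD, n = 4 arrays; log2 difference 2.85, standard error 0.34, limma adjusted p = 6.74e-05). The kinetochore gene Cenpf rose by 2.45 (standard error 0.35, adjusted p = 0.000891) and the spindle gene Nusap1 by 2.29 (standard error 0.31, adjusted p = 0.000483). Top2a, a topoisomerase of dividing cells, and Mki67, the Ki-67 antigen, rose by 2.48 (adjusted p = 0.0462) and 2.32 (adjusted p = 0.028). Gabrr1, a GABA receptor subunit of bipolar cells, was at 8.46 ± 1.02 in wt and 5.96 ± 0.41 in rd1 (difference -2.50, standard error 0.37, adjusted p = 0.00113). The bipolar transcription factors Vsx1, Isl1 and Bhlhe23 fell by 1.38 (adjusted p = 0.0182), 0.89 (adjusted p = 0.0215) and 2.07 (adjusted p = 0.0282). Pcp2 fell by 2.83 on a dimmer probe set (adjusted p = 0.00509). The wt levels of Ccnb1, Cenpf and Nusap1 and the rd1 levels of Bhlhe23 and of this Pcp2 probe set lie in the range of background, so the sizes of these differences are uncertain. Neurod4, a proneural transcription factor, rose by 0.81 (adjusted p = 0.0347). Of 68 measured genes of the mitotic cell cycle, 14 rose, none fell and 54 did not pass (44 higher when adjusted over the list alone). Their mean difference was 0.92 (standard error over genes 0.08, 66 above 0; camera adjusted p = 5.63e-37, adjusted p = 0.102 with an estimated correlation). Of 21 bipolar cell genes, 5 fell, none rose and 16 did not pass (14 lower when adjusted over the list alone; mean -0.78, standard error 0.15, camera adjusted p = 1.6e-18, adjusted p = 0.0143 with an estimated correlation). Of 24 retinal progenitor genes, 1 rose (3 when adjusted over the list alone) and 19 were above 0 (mean 0.31, camera adjusted p = 0.000879, adjusted p = 0.466 with an estimated correlation, and adjusted p = 0.0696 without rd1 P6 replicate 1). The Notch ligand Dll1 of that list differed by 0.88 (adjusted p = 0.0816). Of 18 glycolysis genes none was called (4 lower when adjusted over the list alone), with a mean of -0.15 (camera adjusted p = 0.00523, adjusted p = 0.37 with an estimated correlation, and adjusted p = 0.0616 without wt P6 replicate 1). Hexokinase Hk1 differed by -0.54 (adjusted p = 0.31).

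**Figure D2:**
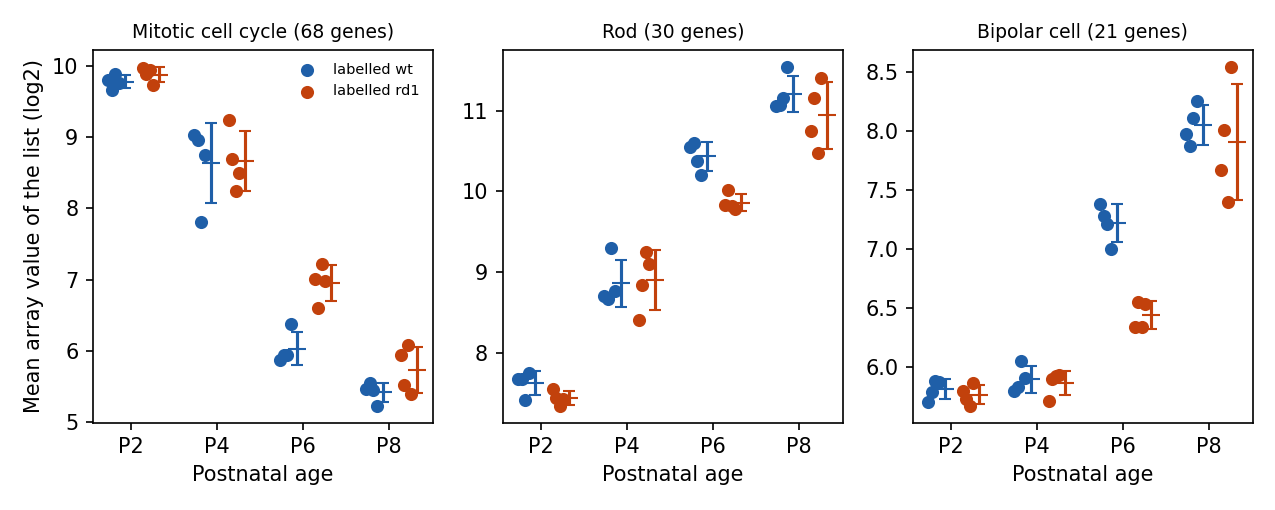
Mean log2 level of the mitotic cell cycle, rod and bipolar cell lists on each array (points) by age, wt and rd1 side by side, with the mean ± SD of 4 arrays as bars. At P6 the cell cycle list is higher and the rod and bipolar lists are lower in rd1, by means over genes of 0.92, -0.57 and -0.78.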

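Across all 22626 probe sets, 47 were called at P6 by limma, 29 higher and 18 lower in rd1, with 1833 at an unadjusted p under 0.05. Of these, 42 also met the fold criterion of 1.5. Among the lower ones, the calmodulin-like gene Calml4 fell by 1.13 (standard error 0.20, adjusted p = 0.0182), the kinase Camk1d by 1.18 (standard error 0.24, adjusted p = 0.0347) and Lpgat1, an acyltransferase of lipid synthesis, by 1.15 (standard error 0.24, adjusted p = 0.0396), n = 4 arrays per group. Ptpro fell by 1.00 (standard error 0.21, adjusted p = 0.0396) and Gzmm by 1.04 (standard error 0.23, adjusted p = 0.0462). Among the higher ones, the spindle genes Aspm and Prc1 rose by 1.68 (standard error 0.34, adjusted p = 0.028) and 1.54 (standard error 0.29, adjusted p = 0.0217), and the mitotic checkpoint kinase Bub1 by 1.82 (standard error 0.39, adjusted p = 0.0396). Calml4 in both genotypes, Gzmm in rd1, and Aspm and Bub1 in wt lie in the range of background, so these sizes are uncertain. The groups did not overlap for 1090 probe sets (4.82%, where chance gives 2.86%). The count of 47 was 4 without rd1 replicate 3, 5 without wt replicate 1, 9 without rd1 replicate 4, 10 without wt replicate 2 and 13 without wt replicate 3. Ccnb1, Cenpf, Nusap1 and Gabrr1 were called in all 8 refits that each left out 1 array of P6, the dimmer called probe set of Pcp2 in 6, Vsx1 in 5, Calml4 in 4, Mki67, Prc1 and Isl1 in 3, Bub1, Aspm, Neurod4, Bhlhe23 and Camk1d in 2, Top2a and Lpgat1 in 1, and Gzmm and Ptpro in 0. Without the 8 arrays of P2, chosen as an alternative after seeing the data, 26 were called at P6.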

Analysis identified approximately two-thirds of the differentially expressed genes to be associated with only six functional categories: cell cycle, development (including crystallins), metabolism, signal transduction, transcription, and transport. 

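Rod genes were lower in rd1 at P6 as a list, and apoptosis genes were not called at any age. Prph2, a protein of the disc rim of the outer segment, was at 9.22 ± 1.23 in wt and 6.30 ± 0.59 in rd1 at P6 (SD, n = 4 arrays; log2 difference -2.92, standard error 0.69, limma adjusted p = 0.0755). Gnat1, the alpha subunit of rod transducin, was at 9.67 ± 0.28 and 8.29 ± 0.20 (difference -1.37, standard error 0.55, adjusted p = 0.492). Recoverin, Rcvrn, differed by -0.99 (standard error 0.31, adjusted p = 0.285). For Gnat1 each rd1 array lay below each wt array (exact permutation test, p = 0.0286). Of 30 measured rod phototransduction and outer segment genes, 29 were below 0 at P6. None was called (6 lower when adjusted over the list alone), and as a list they fell (mean difference -0.57, standard error over genes 0.11, camera adjusted p = 1.32e-12, adjusted p = 0.212 with an estimated correlation). Casp2, an initiator caspase, was at 9.10 ± 0.14 in wt and 9.62 ± 0.16 in rd1 at P6 (difference 0.52, standard error 0.14, adjusted p = 0.154). Xiap, an inhibitor of caspases, was at 11.23 in wt and 10.84 in rd1 at P8 (difference -0.39, standard error 0.11, adjusted p = 0.136). Of 32 measured apoptosis genes none was called at any age by limma; adjusted over the list alone, 1 was higher at P6 and 1 lower at P8. The adjusted p of the apoptosis list was 0.974 at P2, 0.757 at P4, 0.445 at P6 and 0.968 at P8.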

Consistent with the timing of retinal degeneration in the *rd1* mouse, only 2 genes associated with apoptosis were differentially expressed at early developmental ages, whereas most genes associated with visual transduction were differentially expressed only at the later time points, P6 or P8.

**Figure 1:**
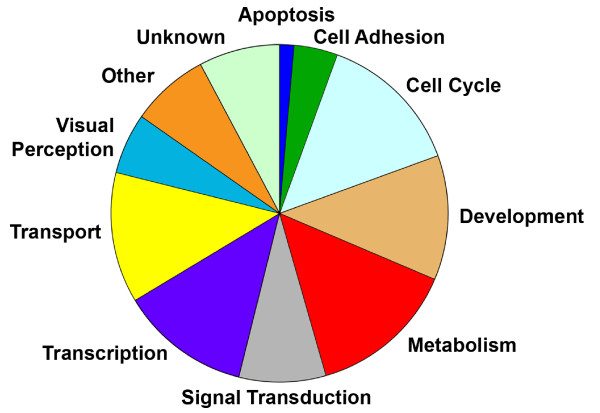
**Overall distribution of differentially expressed genes.** The genes differentially expressed in the *rd1* retinas compared to wt retinas between P2 and P8 were distributed within the indicated Gene Ontology Biological process functional groups.

Functional analysis shows differences in genes identified at P2 compared to P8 (Figure 2). 

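On the arrays labelled rd1 P2, genes of membrane transport and the synapse, of the cytoskeleton and of transcription had lower means than on the arrays labelled wt P2. Syp, the synaptic vesicle protein synaptophysin, was at 11.35 ± 0.17 and 10.06 ± 1.47 (SD, n = 4 arrays; log2 difference -1.29, standard error 0.40, limma adjusted p = 0.233). Dlg4, the postsynaptic scaffold PSD-95, differed by -0.74 (standard error 0.20, adjusted p = 0.171), and Arpc4, of the actin-nucleating Arp2/3 complex, by -1.36 (standard error 0.41, adjusted p = 0.226). Rrp1, a ribosomal RNA processing gene, differed by -0.58 (standard error 0.12, adjusted p = 0.0824). These come from groups of Table S1 genes, which the paper chose on these arrays and which are not independent evidence of direction. Of the 8 membrane transport and synapse genes 7 were lower when adjusted over the list alone and none over all probe sets (mean -0.73, camera adjusted p = 2.49e-10, adjusted p = 0.0143 with an estimated correlation). Of 7 cytoskeleton genes, 3 were lower adjusted over the list alone and none over all (mean -0.46, camera adjusted p = 4.36e-05, adjusted p = 0.04998 with an estimated correlation). Of 10 transcription and RNA processing genes, 3 were lower adjusted over the list alone and none over all (mean -0.28, camera adjusted p = 1.07e-05, adjusted p = 0.0143 with an estimated correlation). Of 6 metabolic enzymes none was called either way (mean -0.21, camera adjusted p = 0.0112, adjusted p = 0.35 with an estimated correlation, and adjusted p = 0.0939 without rd1 replicate 2). Gapdh 5' control signal was 12.2 and 12.08 on the arrays labelled rd1 P2 replicates 1 and 4, and 13.12 to 14.08 on the other 30 arrays. The median level of the 45 probe sets that Table S1 lists as lower at P2 was 5.83 and 5.76 on these 2 arrays, 8.83 and 8.82 on rd1 replicates 2 and 3, and 8.62 to 8.88 on the arrays labelled wt. The median difference of the 45 was -1.59. Without the 2 arrays, an alternative chosen after seeing the data, it was -0.04. The camera adjusted p was then 0.115 for the membrane list and 0.58 for the cytoskeleton list, while the transcription list (0.0291) and the metabolic list kept their call. The rd1 group then holds replicates 2 and 3 alone, on which Pde6b goes against the label, so a kept call does not show a fall in rd1.

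**Figure D3:**
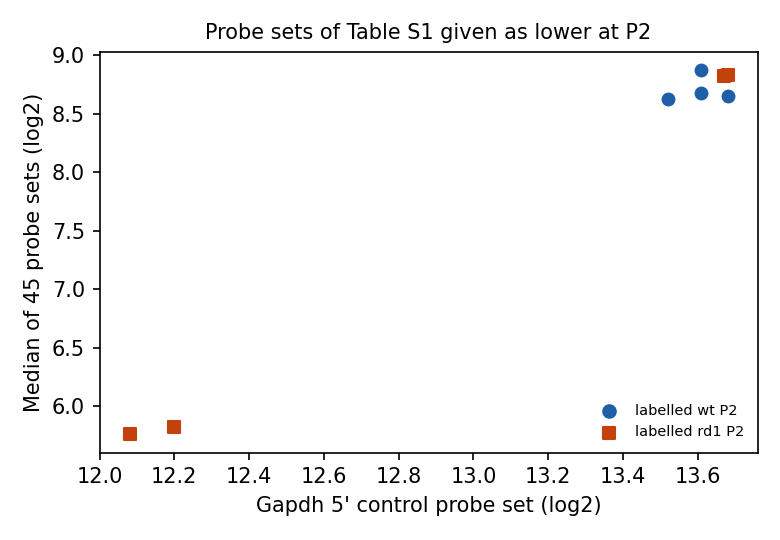
Median log2 level of the 45 probe sets that the paper's Table S1 lists as lower at P2 (vertical axis) against the Gapdh 5' control signal (horizontal axis, log2), one point per array, circles for those labelled wt P2 and squares for those labelled rd1 P2. The arrays labelled rd1 replicates 1 and 4 lie at 12.2 and 12.08 on the horizontal axis, with medians of 5.83 and 5.76.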

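Among lists fixed before the data were examined, rod genes, photoreceptor transcription factors and glycolysis genes had lower means on the arrays labelled rd1 P2. Tulp1, a photoreceptor protein of ciliary transport, was at 11.06 ± 0.31 on the arrays labelled wt and 10.43 ± 0.21 on those labelled rd1 (SD, n = 4 arrays; log2 difference -0.63, standard error 0.14, limma adjusted p = 0.109). Rom1, a disc rim protein, differed by -0.57 (standard error 0.15, adjusted p = 0.148). The photoreceptor transcription factor Rorb was at 11.35 ± 0.18 and 10.89 ± 0.49 (difference -0.45, adjusted p = 0.572), and the pyruvate kinase Pkm at 12.99 ± 0.12 and 12.58 ± 0.40 (difference -0.42, adjusted p = 0.162). Of 30 rod genes none was called (3 lower when adjusted over the list alone), with 19 below 0 (mean -0.19, camera adjusted p = 0.000336, adjusted p = 0.55 with an estimated correlation). All 11 photoreceptor transcription factors were below 0, none called (none adjusted over the list alone), with a mean of -0.17 (camera adjusted p = 0.0104, adjusted p = 0.075 with an estimated correlation). Of 18 glycolysis genes 13 were below 0, none called (1 lower adjusted over the list alone; mean -0.09, camera adjusted p = 0.0116, adjusted p = 0.404 with an estimated correlation). Without the arrays labelled rd1 P2 replicates 1 and 4, which have the lowest Gapdh 5' signal, the camera adjusted p was 0.165 for the transcription factors and 0.237 for glycolysis, while the rod list kept its call (0.0101). The rd1 group then holds replicates 2 and 3 alone, on which Pde6b goes against the label. The kept call therefore does not show a fall in rd1 apart from the doubt about the labels. Leaving out single arrays, the camera adjusted p was 0.084 for the transcription factors without wt replicate 2. For glycolysis it was 0.0734, 0.184 and 0.242 without wt replicate 1, wt replicate 2 and rd1 replicate 4.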

At P2, forty-five genes were downregulated, of which 24% were associated with metabolism, 18% with transport, and 9% each with transcription, development, and signal transduction (Figure 2A). 

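Exo1, an exonuclease of DNA repair, was at 4.31 ± 0.32 on the arrays labelled wt P2 and 3.32 ± 0.34 on those labelled rd1 P2 (SD, n = 4 arrays; log2 difference -0.99, standard error 0.15, limma adjusted p = 0.0119). The glycine transporter Slc6a9 fell by 0.88 (standard error 0.15, adjusted p = 0.0221), and its second probe set differed by -0.42 (adjusted p = 0.354). The bromodomain gene Brd3 fell by 1.04 (standard error 0.19, adjusted p = 0.0379), the tRNA methyltransferase Trmt1 by 0.85 (standard error 0.16, adjusted p = 0.0408) and the zinc finger gene Zfp395 by 0.85 (standard error 0.16, adjusted p = 0.0441). The guidance cue Sema3a was at 3.38 ± 0.26 on the arrays labelled wt and 4.13 ± 0.26 on those labelled rd1 (difference 0.76, standard error 0.14, adjusted p = 0.0249). The inhibin gene Inhbe rose by 0.41 (standard error 0.08, adjusted p = 0.0379). The tubulin gene Tubb4b differed by 0.25 (standard error 0.04, adjusted p = 0.0133) at a level of 1.78. The levels of Exo1, Sema3a, Inhbe and Tubb4b lie in the range of background, so their differences are uncertain, and without the 30% dimmest probe sets none was called at P2. Hmga2, a chromatin protein of proliferating cells named after its values were seen, rose by 0.75 (standard error 0.13, adjusted p = 0.0221). These 9 probe sets, 5 lower and 4 higher, were all that limma called at P2, with 1802 at an unadjusted p under 0.05, and 7 of them met the fold criterion of 1.5. By the fold of 1.5 alone, with no test, 494 probe sets were lower and 79 higher. The groups did not overlap for 624 probe sets (2.76%, where chance gives 2.86%). Pde6b goes against the label on 4 of these 8 arrays, so the directions rest on the labels. The count of 9 was 0 without wt replicate 1, 1 without wt replicate 3, 2 without wt replicate 4, 4 without rd1 replicate 4, 37 without wt replicate 2, 250 without rd1 replicate 2 and 314 without rd1 replicate 3, and 20 without rd1 replicates 1 and 4 together, chosen after seeing the data. Exo1 and Tubb4b were called in 6 of 8 refits that each left out 1 array, Sema3a and Inhbe in 4, and Brd3, Slc6a9, Trmt1 and Zfp395 in 3.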

All differentially expressed genes at P2 were down regulated. Forty-two genes were differentially expressed at P8, three-quarters of which were downregulated (Figure 2B). 

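Spp1, the secreted adhesion protein osteopontin, was at 7.14 ± 0.31 in wt and 3.84 ± 1.70 in rd1 at P8 (SD, n = 4 arrays; log2 difference -3.30, standard error 0.42, limma adjusted p = 6.54e-05). Slc38a5, a glutamine transporter, was at 4.16 ± 0.37 in wt and 2.81 ± 0.54 in rd1 (difference -1.35, standard error 0.16, adjusted p = 1.69e-05), and Pecam1, the endothelial adhesion molecule CD31, at 4.01 ± 0.32 and 3.07 ± 0.15 (difference -0.94, standard error 0.10, adjusted p = 8.03e-06). Ptpro fell by 1.51 (standard error 0.21, adjusted p = 0.000335), Higd1b by 1.08 (standard error 0.13, adjusted p = 1.69e-05), Gzmm by 1.33 (standard error 0.23, adjusted p = 0.00465) and Cpeb4, a regulator of mRNA translation, by 1.26 (standard error 0.18, adjusted p = 0.000335). Lin7b, a scaffold of synaptic junctions, fell by 0.81 (standard error 0.12, adjusted p = 0.000833). Among the higher ones, Oaf rose from 4.65 ± 0.23 to 5.53 ± 0.31 (difference 0.88, standard error 0.12, adjusted p = 0.000335), the helicase gene Dhx32 by 0.39 (adjusted p = 0.000817) and the casein gene Csn3 by 0.50 (adjusted p = 0.0151). The transcript 2610524H06Rik was at 8.71 ± 0.09 in wt and 9.96 ± 0.08 in rd1 (difference 1.25, adjusted p = 0.0482), and Efcab7 rose by 1.13 (adjusted p = 0.0482). The levels of Slc38a5, Pecam1, Higd1b, Cpeb4, Lin7b and Csn3, that of Spp1 in rd1 and that of Oaf in wt lie in the range of background and those of Dhx32 below it, so the sizes of these differences are uncertain. Limma called 48 probe sets at P8, 30 lower and 18 higher, with 4268 at an unadjusted p under 0.05. With the fold criterion of 1.5 these were 30, of which 25 were lower and 5 higher. Without the 30% dimmest probe sets 5 were called. The groups did not overlap for 2827 probe sets (12.5%, where chance gives 2.86%). The count of 48 was 18 without wt replicate 4, 20 without wt replicate 1, 25 without rd1 replicate 3, 30 without wt replicate 3, 92 without rd1 replicate 2, 123 without rd1 replicate 4 and 231 without rd1 replicate 1. Spp1, Slc38a5, Pecam1, Ptpro, Higd1b, Gzmm, Cpeb4, Lin7b, Oaf and Dhx32 were called in all 8 refits that each left out 1 array of P8, Csn3 in 5, and 2610524H06Rik and Efcab7 in 2.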

Of the genes downregulated at P8, 26% were associated with transport, 13% with signal transduction, and 10% with metabolism. Genes associated with cell adhesion and visual perception, not seen at P2, comprise another 13% and 10% of downregulated genes, respectively. 

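Photoreceptor genes and endothelial genes had lower means in rd1 at P8, and few passed alone. The adhesion molecule Vcam1 was at 9.89 ± 0.32 in wt and 9.32 ± 0.83 in rd1 (SD, n = 4 arrays; log2 difference -0.57, standard error 0.38, limma adjusted p = 0.436), and its second probe set differed by -0.05. Emcn, an endothelial surface mucin, was at 4.87 in wt and 4.05 in rd1 (difference -0.81, standard error 0.27, adjusted p = 0.193). Gucy2e, the guanylate cyclase of photoreceptors, was at 5.39 ± 0.39 and 4.83 ± 0.55 (difference -0.56, standard error 0.18, adjusted p = 0.193). The green cone opsin Opn1mw was at 7.77 ± 0.88 and 6.13 ± 2.69 (difference -1.64, standard error 0.66, adjusted p = 0.217), and Gnat1 at 12.30 ± 0.95 and 11.71 ± 1.73. Emcn and Pecam1 in both genotypes and Gucy2e in rd1 lie in the range of background, so what they show of a difference is uncertain. Of 16 endothelial cell genes, Pecam1 fell (2 lower when adjusted over the list alone) and 11 were below 0 (mean -0.22, camera adjusted p = 0.00157, adjusted p = 0.404 with an estimated correlation, and adjusted p = 0.0715 without rd1 replicate 3). Of 30 rod genes 28 were below 0, none called (none when adjusted over the list alone; mean -0.26, camera adjusted p = 2.57e-05, adjusted p = 0.466 with an estimated correlation). The rod mean was 10.74, 11.16, 10.47 and 11.4 on rd1 replicates 1 to 4 and 11.05, 11.07, 11.16 and 11.54 on the wt arrays, so the groups overlap. Of 11 cone genes 9 were below 0, none called (none when adjusted over the list alone; mean -0.25, camera adjusted p = 0.0398, adjusted p = 0.404 with an estimated correlation). The cone call was lost without wt replicate 4 (adjusted p = 0.135), rd1 replicate 1 (0.0623), rd1 replicate 2 (0.0525) or rd1 replicate 3 (0.0711). Of 22 Mueller glia genes, Spp1 fell (1 lower also when adjusted over the list alone), 15 were below 0 and the glutamine synthetase gene Glul differed by -0.36 (standard error 0.23, adjusted p = 0.39). Their mean was -0.27, to which Spp1 (-3.30) adds most, and their median -0.04 (camera adjusted p = 0.0076, adjusted p = 0.454 with an estimated correlation, and adjusted p = 0.497 without the dim probe sets), with an adjusted p of 0.0892 without wt replicate 4 and 0.172 without rd1 replicate 3.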

Fewer genes associated with transcription and development were identified at P8 compared to P2. More than half of the upregulated genes were members of the crystallin family that were not observed at P2, consistent with previous studies demonstrating upregulation of retinal crystallins in the degenerating *rd1* retina [15,16].

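At P8, the beta crystallin Cryba4 was at 6.52 ± 2.03 in wt and 8.21 ± 2.35 in rd1 (SD, n = 4 arrays; log2 difference 1.69, standard error 0.83, limma adjusted p = 0.267). Crygs was at 7.97 ± 2.38 and 9.35 ± 2.33 (difference 1.38, standard error 0.91, adjusted p = 0.417), Crybb3 at 8.18 ± 1.43 and 9.35 ± 1.93 (difference 1.17, standard error 0.78, adjusted p = 0.432), and Cryba1 at 9.95 ± 1.97 and 11.07 ± 1.97 (difference 1.12, standard error 1.10, adjusted p = 0.621). Cryaa, the alpha A crystallin, was at 9.60 ± 1.89 and 10.48 ± 1.98 (difference 0.88, standard error 1.05, adjusted p = 0.701). All 14 measured crystallins were above 0, none called (none when adjusted over the list alone), and their mean was 0.88 (standard error over genes 0.12, camera adjusted p = 0.217). Array rd1 P8 replicate 4 had a mean crystallin level of 11.55, against 7.65 on the other 3 rd1 arrays, and Cryaa there was 13.44 against 9.49. Without this array, 7 of 14 crystallins were above 0 and the mean was -0.09 (standard error 0.12 over genes and 0.89 over arrays). Without wt replicate 2, wt replicate 4, rd1 replicate 2 or rd1 replicate 3 the list passed, with means of 1.43 (adjusted p = 0.00492), 1.24 (adjusted p = 0.0255), 1.23 (adjusted p = 0.0451) and 1.21 (adjusted p = 0.0105). The same array had the lens fibre gene Mip (aquaporin 0) at 6.69, against 3.21 on the other rd1 arrays, which is in the range of background, Bfsp1 (filensin) at 7.81 against 5.92 and Tdrd7 at 12.4 against 11.79. The other lens fibre genes Gja3, Dnase2b, Hsf4 and Foxe3 lay in or below the range of background on all rd1 P8 arrays. Among the 7 lens fibre genes none was called at any age by limma (none when adjusted over the list alone), with a list adjusted p of 0.228 to 0.968 over the ages.

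**Figure D4:**
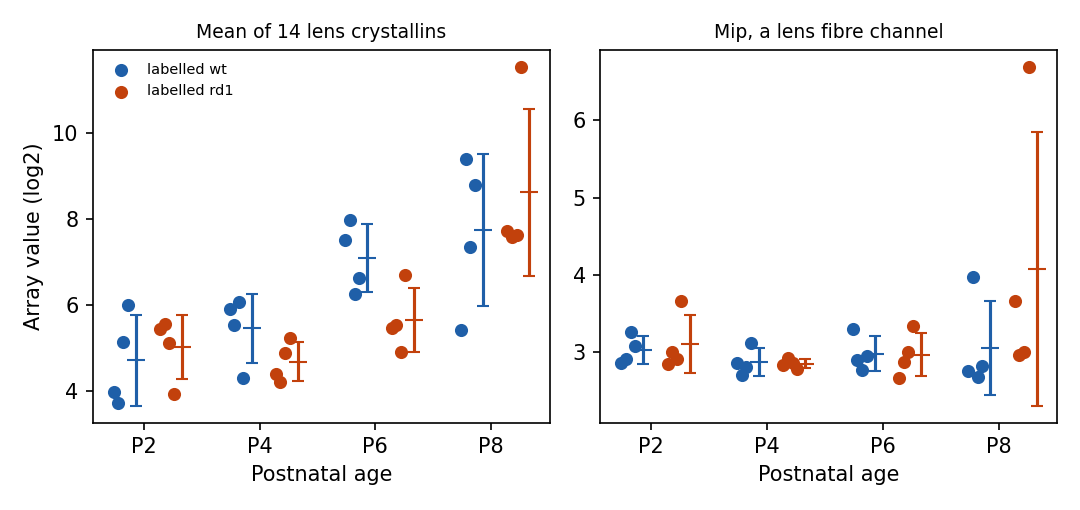
Mean log2 level of the 14 measured crystallins and log2 level of Mip on each array (points) by age, wt and rd1 side by side, with the mean ± SD of 4 arrays as bars. At P8, rd1 replicate 4 stands at 11.55 for the crystallins and 6.69 for Mip, above the other rd1 arrays.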

**Figure 2:**
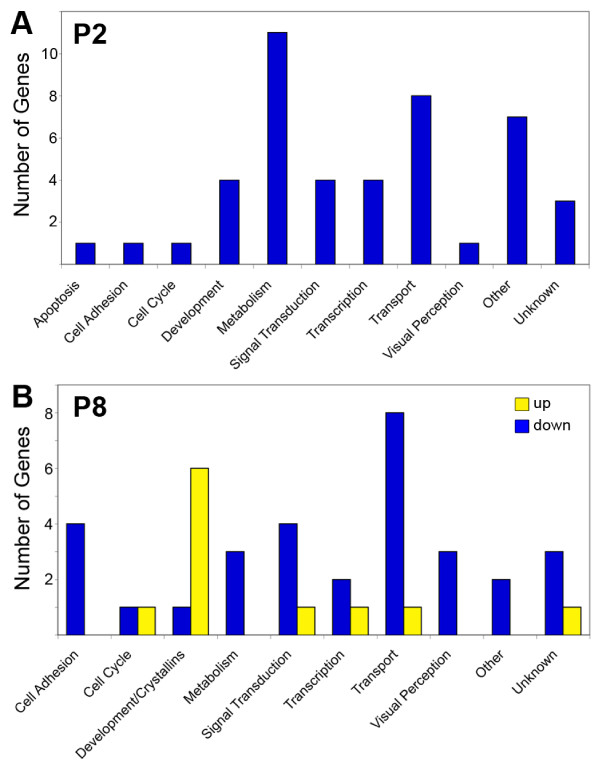
**Distribution of differentially expressed genes at P2 compared to P8.** All genes differentially expressed in *rd1* retinas compared to wt retinas were downregulated at P2 (**A**). At P8 (**B**), 74% of differentially expressed genes were downregulated (blue) and 24% were upregulated (yellow). Functional analysis identified fewer differentially expressed genes associated with development and more associated with metabolism at P2 compared to P8.

### Quantitative analysis of differentially expressed genes

Quantitative real-time PCR (qPCR) was used to validate microarray results for 18 genes at one or more time points (Additional file 1: Table S2, Figure 3). Nearly all of the tested genes that were identified as differentially expressed in the microarray were confirmed by qPCR. However, some genes not detected in the microarray results were found to be differentially expressed at additional time points, consistent with the greater sensitivity of this technique. 

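For the genes of Table S2, the array levels at P8 ran as follows. Rabgef1, an exchange factor of Rab5, differed by -0.96 (standard error 0.23, limma adjusted p = 0.0801), with each rd1 array below each wt array (exact permutation test, p = 0.0286, n = 4 arrays per group). The microtubule-binding gene Mapre2 differed by -0.96 (standard error 0.38, adjusted p = 0.217), the lipid transporter gene Abca8a by -1.08 (standard error 0.55, adjusted p = 0.282) and the water channel Aqp4 of Mueller glia by -1.03 (standard error 0.57, adjusted p = 0.326). The rod exchanger Slc24a1 differed by -0.89 (standard error 0.55, adjusted p = 0.383), the photoreceptor synaptic calcium sensor Cabp4 by -0.56 (standard error 0.38, adjusted p = 0.431) and Pcp2 by -0.95 (standard error 0.32, adjusted p = 0.203). Ccnb1 differed by 0.90 (standard error 0.34, adjusted p = 0.217), with both levels in the range of background. The Ptpro probe set that the paper lists differed by -1.36 at P8 (adjusted p = 0.174) and by -1.09 at P4 (adjusted p = 0.9998). At P4, Cryaa was at 6.66 ± 1.70 in wt and 5.37 ± 0.63 in rd1 (difference -1.29) and Cryga at 6.98 ± 0.83 and 5.66 ± 0.98 (difference -1.31). The retinoschisin gene Rs1h differed by -0.80 at P8 (standard error 0.28, adjusted p = 0.21), where the paper's RT-qPCR fold is 1.01. Over the 28 pairs of 18 genes and an age, the sign was that of the paper's RT-qPCR in 27. Limma called 3 of the 28, Pde6b at P6 and P8 and Spp1 at P8, and 12 reached the smallest exact p.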

Of the genes that were analyzed, only two genes were significantly downregulated at all developmental time points examined: the *rd1* mutant gene, *Pde6b*, (Figure 3A) and *Rabac1* (Figure 3B). *Rabac1* was downregulated by a factor of 2–3 fold at all four time points. Its protein product, PRA1, was clearly observed in wt retina at P2 and P4 by Western blot analysis (Figure 4), but was greatly reduced in *rd1* retinas at P2 and P4 (13% and 30% of wt P4, respectively). PRA1 has not previously been investigated in the retina and was selected for further studies.

**Figure 3:**
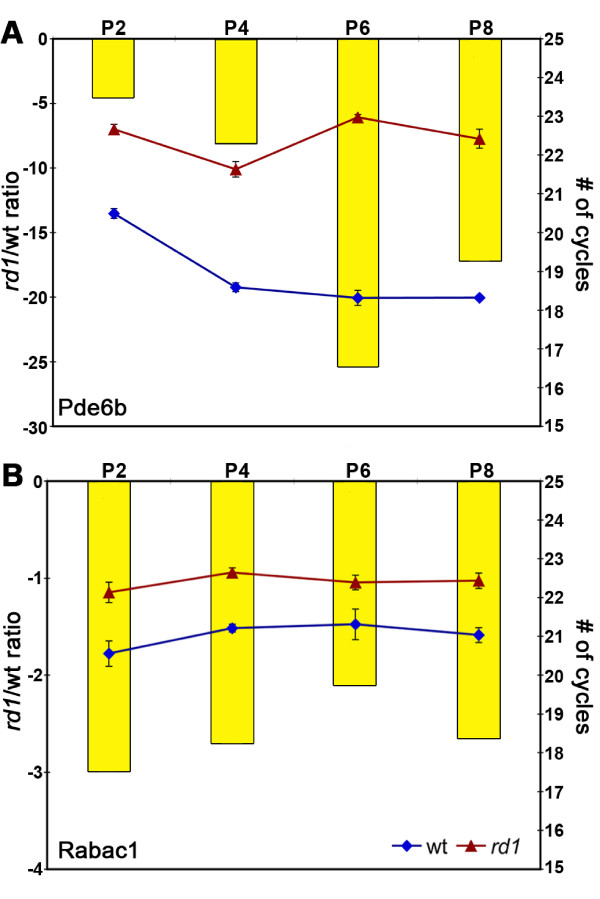
**Quantitative real-time PCR results for *Pde6b *and *Rabac1*.** The number of cycles required for detection of gene expression (right axis) of *Pde6b* (**A**) and *Rabac1* (**B**) is indicated by blue diamonds (wt) and red triangles (*rd1*) at each of the four time points between P2 – P8. For both genes, significantly more cycles were required for detection in the *rd1* retinas at all time points, indicating that the genes are down-regulated. The yellow bars indicate the *rd1*/wt ratio of expression (left axis). All data was normalized to the housekeeping gene HPRT.

**Figure 4:**
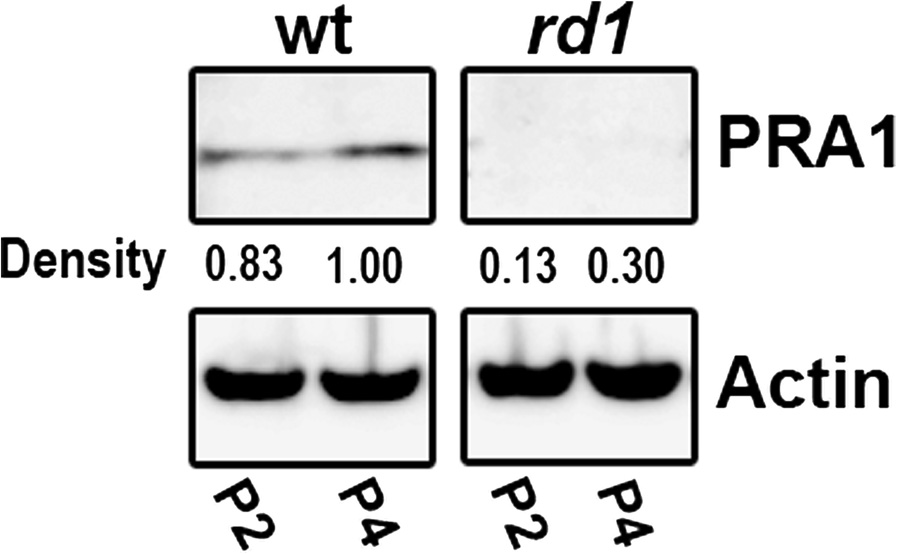
**Semiquantitative analysis of expression of PRA1 in wt and *rd1 *retina.** Western blot analysis of PRA1 expression shows the protein is strongly downregulated in *rd1* retinas at P2 an P4. Numbers below the blot represent the average relative fold difference of protein levels compared to P4 wt and normalized to β-actin on the basis of densitometer quantification of two independent experiments.

### Localization of PRA1 in developing wt and *rd1* retinas

We used an immunohistochemical approach to determine the localization of PRA1 protein in wt and *rd1* mouse retinal tissue at four time points during development: P6, P8, P10, and P21. At all ages examined, no PRA1-like immunoreactivity (LIR) was observed when the primary antibody was omitted (Figures 5A, D, G, J). PRA1-LIR was localized to the perinuclear region, associated with the Golgi apparatus, of most inner retinal neurons in all ages of the wt retina. At P6, this was most apparent in the ganglion cell layer (GCL), with staining progressively more intense in the nuclear layers at P8 and P10. Punctate labeling was also seen throughout both plexiform layers (Figure 5).

**Figure 5:**
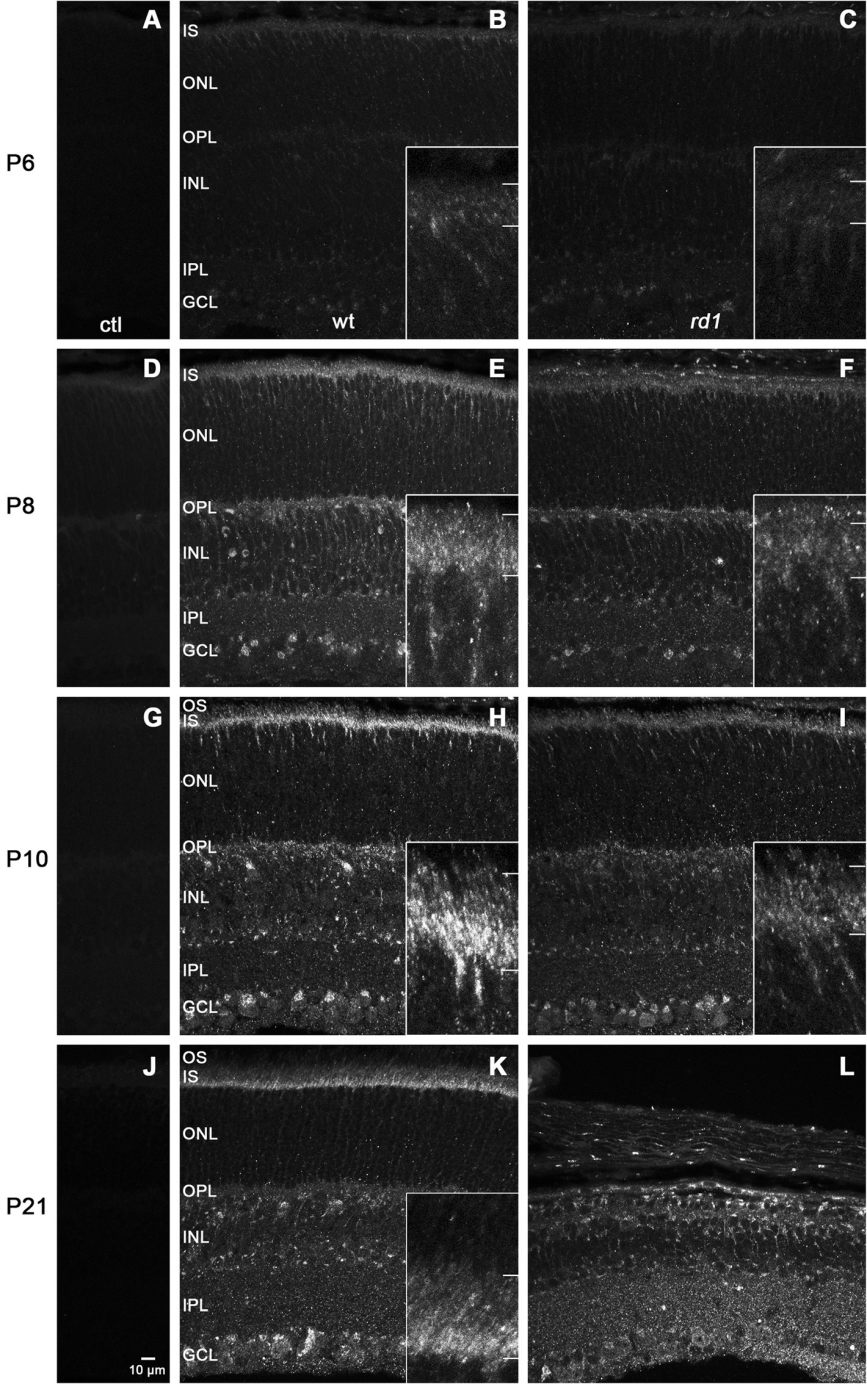
**Localization of PRA1-LIR in wt and *rd1 *retina.** Immunofluorescence labeling was performed on cryostat sections of mouse retinas harvested at P6 (**A** – **C**), P8 (**D** – **F**), P10 (**G** – **I**), and P21 (**J** – **L**). No staining was seen in control (ctl) sections processed without primary antibody (**A**, **D**, **G**, and **J**). In wt retinas (**B**, **E**, **H**, and **K**), PRA1-LIR was seen in photoreceptor inner segments (IS), particularly in the proximal region and in streaks through the outer nuclear layer (ONL) during differentiation, consistent with the growth of apical processes. These streaks were no longer present in the mature retina at P21 (**K**). In *rd1* retinas (**C**, **F**, **I**, and **L**), PRA1-LIR was also present in IS but appeared less intense and more diffusely distributed. Insets, taken from an adjacent area to avoid bleaching, illustrate at 4× higher magnification the inner segment region, which is indicated between the bars on the right margin. In both genotypes, PRA1-LIR was seen in the perinuclear region of most inner retinal neurons and in both plexiform layers with increasing intensity during development. However, at P21 staining was more diffuse in the inner *rd1* retina (**L**) compared to wt (**K**). Images are representative stacks of 6 confocal slices. Abbreviations: OPL = outer plexiform layer, INL = inner nuclear layer, IPL = inner plexiform layer, GCL = ganglion cell layer.

In the outer retina at P6, the wt retina appeared to have brighter and more defined PRA1-LIR in developing inner segments compared to a fainter and more diffuse pattern in the *rd1* inner segments (IS; Figure 5B, C). A noticeable streaking pattern of PRA1-LIR through the distal portion of the outer nuclear layer (ONL) to the region of the developing IS was also seen, which correlates with the timing of growth and differentiation of the photoreceptor apical processes. This streaking pattern was much more defined in the wt compared to *rd1* retina and, at higher magnification, appeared to be a chain of small vesicle-like punctae (Figure 5, insets). No differences in PRA1-LIR were seen in the inner retinal layers of wt compared to *rd1* retinas.

At P8, in both wt and *rd1* retinas, PRA1 staining appeared more intense compared to corresponding tissue at P6. Overall at P8, the *rd1* retina appeared to have fainter PRA1-LIR compared to wt tissue (Figure 5E, F). PRA1-LIR appeared more intense in the proximal half of the IS layer of wt retina with more diffuse PRA1-LIR in the distal IS (Figure 5E). No comparable distinction was seen in the *rd1* retina with large PRA1-LIR punctae distributed diffusely throughout the IS region (Figure 5F). As observed at P6, the streaking pattern of PRA1-LIR through the ONL to the IS region was present, but to a greater degree in P8 retina. In the P8 wt retina, the streaks appeared longer and more defined (Figure 5E) while in the streaks in the *rd1* retina appeared shorter in length and less intense (Figure 5F). The inner retina of both wt and *rd1* tissue appeared to have the same general pattern of PRA1-LIR with intense staining in the perinuclear space of ganglion cells and some INL cells as well as punctate staining throughout the INL. PRA1-LIR punctae were seen throughout the outer plexiform layer (OPL) and more diffusely in the inner plexiform layer (IPL).

PRA1-LIR in P10 tissue appeared similar to that at P8, with a few notable differences (Figure 5H, I). As above, P10 wt tissue was overall brighter in appearance when compared to the *rd1* age-matched tissue. Intense PRA1-LIR could be observed in the proximal half of the IS layer with more diffuse label extending throughout the distal portion of the IS layer (Figure 5H). The intense PRA1-LIR observed in the proximal half of the wt IS layer was absent in the *rd1* IS layer. Instead, only diffuse PRA1-LIR was observed in the IS layer of *rd1* mouse retina (Figure 5I). The P10 wt retina, like the P8 wt retina, had a clearly delineated streaking pattern of PRA1-LIR from the ONL to the IS margin. In contrast, the PRA1-LIR streaking pattern was less intense in P10 *rd1* retina compared to age-matched wt retina, although it was more distinct compared to P8 *rd1* retinas. By P10, PRA1-LIR in the INL was concentrated at the perinuclear region of most cells with punctate staining still apparent in the OPL. No difference was seen between wt and *rd1* in the inner retina.

In P21 wt retina, intense PRA1-LIR was observed at the proximal margin of the IS layer, where photoreceptor Golgi membranes reside, with moderately intense PRA1-LIR in the distal IS layer. The OS layer appeared to include sparse PRA1-LIR with little staining in the OPL compared to P10 retinas (Figure 5K). The streak-like pattern seen in the ONL at younger ages was not present in the mature P21 retina. The pattern of PRA1-LIR in the inner retina appeared similar to P10. Perinuclear staining was apparent in most INL cells. PRA1-LIR showed a similar pattern of staining in the surviving inner retina of age-matched *rd1* littermates at P21. However, the ganglion cell layer (GCL) of *rd1* retina at P21 appeared to have less intense PRA1-LIR in the perinuclear region compared to wt (Figure 5L). In addition to perinuclear staining still present in the INL of the *rd1* retina, PRA1-LIR was present in processes throughout the INL. Diffuse punctae were also seen throughout the IPL. The residual ONL, containing cone cell nuclei, had little PRA1-LIR, while the area distal to the remaining ONL had a few areas of bright punctae exhibiting PRA1-LIR in the region of residual cone IS.

### Relationship of PRA1-LIR to Golgi and cilia

Because Golgi apparatus is localized to the proximal IS of photoreceptors and is disrupted during *rd1* photoreceptor differentiation [17], we double labeled P10 retinas with PRA1 and the cis-Golgi marker, GM-130. No crossreactivity was seen between the antibodies, although nonspecific labeling of blood vessels was observed with mouse monoclonal GM-130 staining (Figure 6A). In wt retinas, GM-130-LIR intensely labeled the developing inner segment at the border of the ONL (Figure 6B). PRA1-LIR colocalized with GM-130-LIR at the IS margin, although the Golgi marker was more extensive. In contrast, no overlap was seen in the distal portion of the IS where PRA1-LIR was distributed diffusely. The punctate streak-like pattern that was observed with PRA1-LIR in the ONL appeared as a continuous line labeled with both markers: some segments single labeled with each marker and some double labeled segments. This streak-like pattern is consistent with the migration of Golgi from the perinuclear region to the IS during photoreceptor differentiation. In the inner retina, intense GM-130 staining was localized in the perinuclear region of most cells and, in a few cases, in processes within the INL. Most PRA1-LIR overlapped with the Golgi marker, although some PRA1-LIR fine processes and punctae in both plexiform layers and diffuse label within somata at the outer margin of the INL were negative for GM-130-LIR. Conversely, GM-130-LIR appeared more extensive than PRA1 staining in the perinuclear region of many cells. The overall pattern of GM-130-LIR was similar in double labeled P10 *rd1* retinas except in the IS region (Figure 6C). GM-130-LIR was distributed more extensively with both single and double labeled punctae in the distal portion of the *rd1* IS (Figure 6C, inset), which was never seen in the wt.

**Figure 6:**
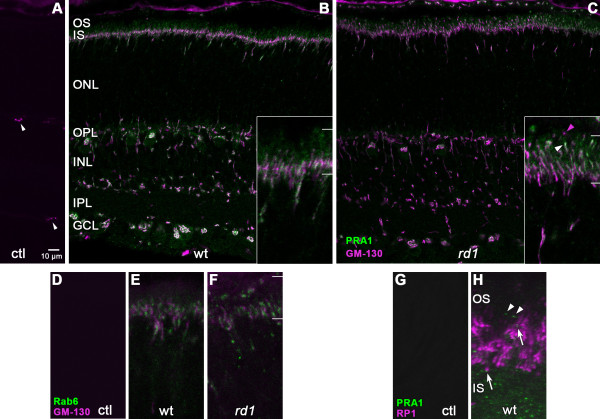
**Relationship of PRA1-LIR to Golgi and cilia markers.** (**A**-**C**) Immunofluorescent double labeling of PRA1-LIR and the cis-Golgi marker, GM-130-LIR, was performed on P10 mouse retinas. In control experiments (**A**), blood vessels stained non-specifically (arrowheads). In wt retinas (**B**), intense GM-130-LIR (magenta) co-localized with PRA1-LIR (green) in the proximal IS. Both overlapping and distinct punctae appeared within the streak-like pattern in the ONL (inset). Diffuse single staining of PRA1-LIR was seen in the distal IS. In *rd1* retinas (**C**), GM-130-LIR was distributed more extensively in the IS (inset) with single (magenta arrowhead) and double (white arrowhead) labeled punctae in the distal IS. Images are single confocal slices. Insets illustrate the IS region, indicated between the white bars, at 4× higher magnification. (**D**-**F**) Immunofluorescent double labeling of Rab6-LIR (green) and GM-130-LIR (magenta) was performed on P10 wt (**D**, **E**) and *rd1* (**F**) mouse retinas. Non-specific staining of blood vessels was present but not seen in the IS region illustrated (**D**). Rab6-LIR was closely apposed to GM-130-LIR with minimal overlap in both wt and *rd1*. (**G**, **H**) Immunofluorescent double labeling of PRA1-LIR (green) and RP1-LIR (magenta) was performed on P21 wt mouse retinas. No staining was detected in control experiments (**G**). PRA1-LIR punctae were seen throughout the IS region and frequently in close proximity to RP1-LIR (**H**, arrows), but not colocalizing. Very sparse PRA1 stained punctae were seen beyond RP1-LIR (arrowheads). Magnification for **D**-**H** is the same as insets in **B** and **C**. Abbreviations are the same as Figure 5.

PRA1 has been shown to interact with Rab6 [11-13], which is also associated with Golgi and post-Golgi trafficking of rhodopsin [18]. Because available antibodies to PRA1 and Rab6 were raised in the same species, cross-reactivity prevented colocalization using immunohistochemical techniques. However, double labeling of Rab6-LIR with GM-130-LIR at P10 showed close apposition of the two markers with minimal overlap in either wt or *rd1* photoreceptors (Figure 6E, F), as might be expected from their predicted localization to trans- and cis-Golgi, respectively [19]. Rab6-LIR had a punctate appearance, consistent with a vesicular pattern. Similar to GM-130-LIR, Rab6-LIR was limited to the inner portion of the IS in the wt retina, but extended apically through the entire IS in the *rd1* retina.

In order to determine whether PRA1 localization extends through the photoreceptor cilia, P21 wt retinas were double labeled with antibodies against PRA1 and RP1, a microtubule associated protein present in the OS portion of the photoreceptor axoneme [20,21]. PRA1-LIR punctae were often observed in close apposition to RP1-LIR (Figure 6H, arrow), with little or no RP1-LIR colocalization. Sparse PRA1 punctae were seen, however, in the OS beyond RP1-LIR (Figure 6H, arrowheads). No label was detected in control experiments omitting primary antibodies (Figure 6G).

### Quantitative analysis of PRA1-LIR

At all time points, PRA1-LIR appeared more intense in the wt outer retina than in the *rd1* retina. In order to confirm this observation, we performed quantitative analysis using Image J software to determine the average intensity of the IS layer for littermate pairs of wt and *rd1* tissue. For all developmental time points examined, the average PRA1-LIR intensity of the IS layer in wt tissue increased with age and was greater than that of the age-matched *rd1* IS layer intensity (Figure 7A). Less PRA1-LIR was observed in the IS layer of *rd1* retinas when compared to littermate wt retinas at all ages, although variability precluded significance at P6. To determine whether differential expression of PRA1 was limited to the outer retina, we also looked at the average intensity of PRA1-LIR in the inner plexiform layer (IPL) at each developmental time point. In this analysis we found that the average intensity of PRA1-LIR was very similar in wt and *rd1* retinas with some difference seen only at P8 (Figure 7B).

**Figure 7:**
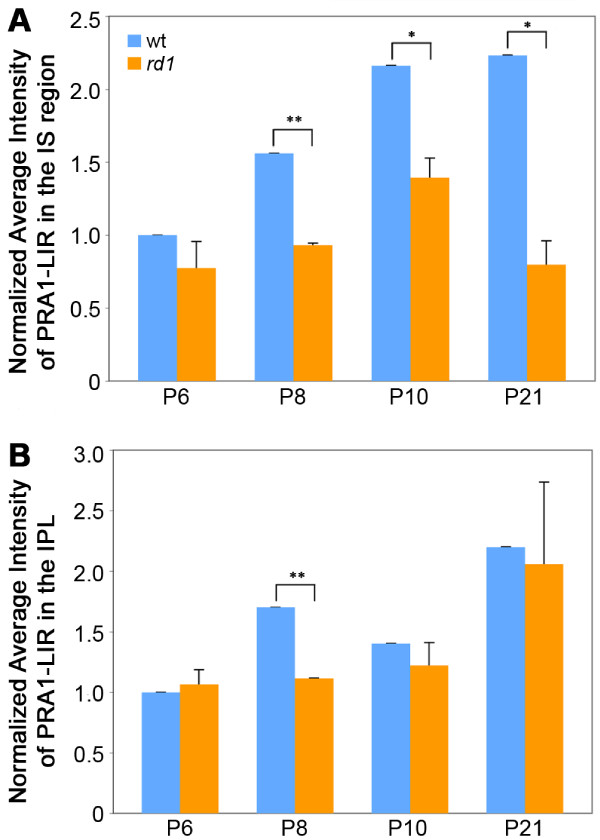
**Quantitative analysis of PRA1-LIR intensity in wt and *rd1 *retinas.** The intensity of the PRA1-like immunofluorescent signal in wt (blue) and *rd1* (orange) was determined for the IS region (**A**) and the inner plexiform layer (**B**). PRA1-LIR was less intense in the IS layer of *rd1* retinas when compared to age-matched wt retinas at all time points, although variability precluded significance at P6. In contrast, the average intensity of PRA1-LIR was very similar in wt and *rd1* retinas with some difference seen only at P8. *p < 0.05, **p < 0.01.

## Discussion

### The *rd1* mouse is a model of retinal degeneration

The *rd1* mouse retina has been of interest as a model of inherited retinal degenerative diseases since it was first identified in 1924 [4]. The initial molecular trigger in the *rd1* retina, defective PDE6β leading to increased cGMP, is well understood [3,7,8]. The final events that underlie cell death have been the target of many investigations (reviewed in [22]). A virtual black box obscures the molecular processes that link these two events. In order to investigate the earliest events that are downstream of the *Pde6b* mutation in *rd1* photoreceptors, we selected time points starting at P2, which is more than a week after *Pde6b* gene expression but prior to any identified biochemical or morphological differences, and concluding at P8, prior to the initiation of photoreceptor cell death.

Previous studies in *rd1* whole retina during this time window have shown that the cytoplasmic cGMP level is twice the wt level by P6 with an increase of nearly 10-fold by P13 [3,9]. Electron microscopical studies [17,23,24] have identified abnormal pathology in the *rd1* retina, including retardation of IS growth as early as P4 [17], Golgi disruption by P6, and formation of widespread scattered vacuole-like structures by P8 [17]. The mitochondrial matrix begins to disintegrate in photoreceptor IS by P6-8, in some cases prior to the appearance of outer segment disks [17,23,24]. At the rod ribbon synapse, a normal dyad configuration is formed with horizontal cells at P7, but the triad configuration incorporating a bipolar process seen in the wt retina at P8 fails to form in the *rd1* retina [23].

Our microarray analysis of differentially expressed genes during this early time frame identified only 2 of 143 genes associated with apoptosis, consistent with our effort to target the earliest molecular changes that may provide the initial trigger for degeneration. Several studies using microarray analysis of *rd1* retina at later time points, focusing on initiation of cell death, have been previously reported [25-27]. Using cluster analysis to investigate temporal patterns in groups of genes, Rohrer and colleagues identified differential expression beginning by P10 [25,26]. Hackam, et al. identified temporally distinct pathways by comparing peak rod degeneration at P14 to early (P35) and later (P50) cone degeneration [27]. Genes involved in transport mechanisms and signaling pathways were differentially expressed at P14 as well as in our study at earlier time points.

### The link between the mutant gene and *rd1* pathology remains poorly understood

cGMP regulates the cGMP-gated (CNG) ion channel in the mature retina, which regulates Ca^2+^ and Na^+^ entry in response to light. Efforts to measure Ca^2+^ in the degenerating *rd1* retina have provided support for the hypothesis that the loss of function of Pde6β induces apoptosis as a result of high levels of Ca^2+^ influx through the CNG ion channel [3,28,29]. This hypothesis is further supported by experiments in which loss of functional CNG channels slows the degeneration in *Pde6b* mutants [30,31].

Several observations raise the question as to whether Pde6β may play an unexplored role in photoreceptor development, independent of its role in phototransduction in the mature retina, and whether such a role could contribute to the initiation of cell death. First, *Pde6b* is expressed at embryonic day 12 (E12) in the mouse retina, much earlier than other genes involved in phototransduction, such as rhodopsin expression that becomes apparent at P5. *Pde6b* is even expressed prior to *Nrl*, a transcription factor that activates expression of rod-specific genes and is expressed at P1 [32]. Interestingly, *Pde6a* and *Pde6g* are first expressed more than a week after *Pde6b* at P1 [32], suggesting that any possible role that Pde6β might play during embryonic development may be through an atypical structural conformation. Other members of the PDE family, including the cone PDE6α’, function as homodimers. The inhibitory gamma subunits are unique to the PDE6 subfamily. Further research is needed to explore the possibility that PDE6β could play a functional role during early photoreceptor development, possibly by forming a homodimer.

Secondly, the doubling of cGMP levels in whole *rd1* retina by P6 [3,9] indicates that Pde6β is functional in wt retina prior to this age, a time at which expression of rhodopsin and other genes associated with phototransduction is first initiated [32]. In addition, pathological changes described above can be observed prior to outer segment differentiation and prior to expression of genes required for assembly of the phototransduction machinery. Finally, although best known in the retina for its role in phototransduction, cGMP is an important signaling molecule throughout the CNS. It functions in signaling pathways involved in neuronal differentiation and gene expression, modulation of neurotransmitter release, learning and memory, brain seizure activity, and neurotoxicity [33-37]. cGMP is known to act on three signaling pathways: cGMP-gated ion channels, inhibitory feedback onto Pde, and activation of phosphokinase G (PKG). Increased phosphorylation of PKG substrates has been observed in the *rd1* retina compared to the wt retina at P11, consistent with multiple signaling roles for cGMP in the retina [38]. Although specific substrates for PKG have not been clearly identified in photoreceptors [39], signaling through PKG is known to regulate gene transcription [37].

Together, these observations support the hypothesis that Pde6β plays a role in regulation of cGMP signaling during pre- and/or early postnatal photoreceptor differentiation that is independent of its role in phototransduction in the mature outer segment. Our analysis of functional groups of the differentially regulated genes supports this hypothesis. First, only 7 of the differentially expressed genes, excluding the mutant gene, were associated with visual transduction, and most of these were only expressed at the later time points. Secondly, the differentially expressed genes are predominantly in functional groups that are consistent with a role in development and differentiation, including development, transport, cell cycle, signal transduction, transcription, and metabolism. Transport is particularly important during photoreceptor differentiation as the cell must transport membranes and proteins in order to elongate both its axon and inner segment, followed by assembly of the outer segment. 

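Rabac1, which encodes PRA1, had a lower mean on the rd1 arrays at each age. On the arrays labelled P2 its log2 level was 9.29 ± 1.13 in wt and 8.47 ± 1.69 in rd1 (SD, n = 4 arrays; difference -0.82, standard error 0.49, limma adjusted p = 0.749). At P4 it was 10.20 ± 0.20 in wt and 8.51 ± 0.38 in rd1 (difference -1.69, adjusted p = 0.9998), at P6 10.68 ± 0.18 and 8.88 ± 0.33 (difference -1.81, adjusted p = 0.147), and at P8 10.65 ± 0.04 and 9.12 ± 0.19 (difference -1.53, adjusted p = 0.182). At P4, P6 and P8 each rd1 array lay below each wt array (exact permutation test, p = 0.0286), and at P2 they overlapped (exact p = 0.457). The single model pools the spread within groups over all ages. The SDs of Rabac1 were 1.13 and 1.69 at P2 and 0.04 to 0.38 later. Its adjusted p at P4, P6 and P8 therefore carries the spread of the P2 arrays, whose labels are in doubt. Pde6b was at 8.33 ± 1.46 and 8.07 ± 1.32 on the arrays labelled wt and rd1 at P2 (difference -0.27, standard error 0.49, adjusted p = 0.975). It differed by -2.58 at P4 (adjusted p = 0.101), fell by 2.64 at P6 (adjusted p = 0.0217) and fell by 2.35 at P8 (adjusted p = 0.0367). Over all ages together, Pde6b fell by 1.96 (standard error 0.25, n = 16 arrays per genotype, adjusted p = 0.000116) and Rabac1 fell by 1.46 (standard error 0.25, adjusted p = 0.00477). Rabac1 was the 1 probe set of 22626 whose mean was lower by a fold of 1.5 or more at all 4 ages. This rests on single arrays of P2, where the difference was -0.54 without wt replicate 3, -0.45 without wt replicate 4, -0.36 without rd1 replicate 1 and -0.32 without rd1 replicate 4, each under that fold, and above 0 with array quality weights (0.90). Pde6b at P2 was above 0 with array quality weights (1.43) and without wt replicate 3 or 4 or rd1 replicate 1 or 4 (0.09 to 0.21). No probe set passed limma's test at all 4 ages, and none was lower at an unadjusted p under 0.05 at all 4. On the arrays labelled P2, Rabac1 lay at 8.40 and 8.24 on wt replicates 1 and 2, 7.08 and 6.95 on rd1 replicates 1 and 4, and 9.88 to 10.41 on the other 4, and Pde6b goes against the label on 4 of the 8. The paper's RT-qPCR fold for Rabac1 at P2 is -2.99, in the direction of the labels, which does not settle them. Without the 8 arrays of P2, an alternative chosen after seeing the data, the adjusted p of Rabac1 was 7.91e-06 at P4, 2.13e-06 at P6 and 3.2e-05 at P8 and that of Pde6b at P4 was 6.86e-07. Over all alternatives it ran from these values to 1 for Rabac1 at each of P4, P6 and P8 and for Pde6b at P4, and was 0.221 to 1 for Rabac1 at P2. The call of Pde6b was lost at P6 without wt replicate 1, 2 or 3 or rd1 replicate 3 or 4 (differences -2.64 to -2.62), and at P8 without any 1 wt array or rd1 replicate 3 (differences -2.40 to -2.20). The paper singles out Rabac1 among transport genes because, apart from the mutated Pde6b, no other gene in its list was lower at each of its ages.

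**Figure D5:**
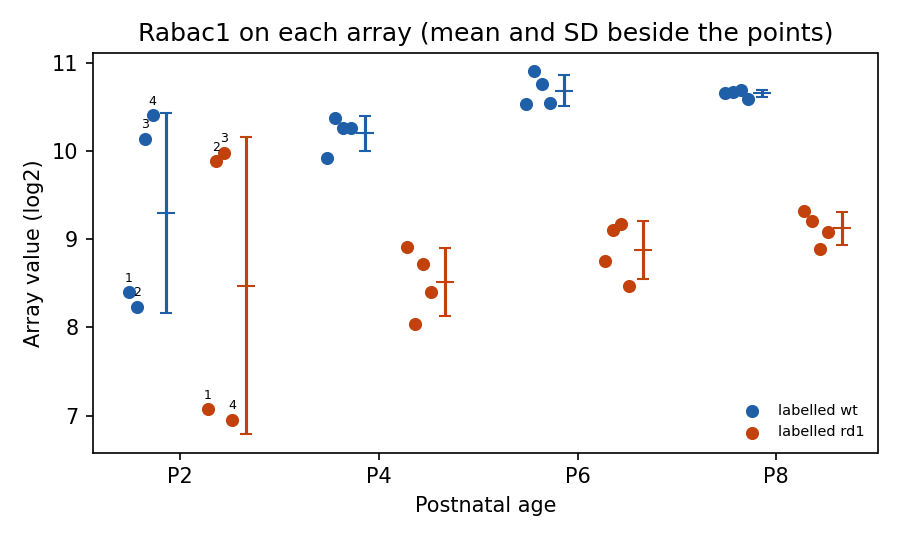
Log2 level of Rabac1 on each of the 32 arrays by age, wt and rd1 side by side. Points are single arrays, those of P2 numbered by replicate, and bars are the mean ± SD of 4 arrays; the groups do not overlap at P4, P6 and P8 and overlap at P2.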

Within this category, we identified *Rabac1*, which was of particular interest as the only gene in the dataset other than the mutant *Pde6b* gene, identified as downregulated at all four time points examined.

### PRA1 is important for vesicular trafficking

PRA1, the protein product of *Rabac1*, is comprised of 185 amino acids and an estimated molecular mass of 20.6 kDa [11,12,40]. Structural studies have identified two integral membrane domains [41], although fractionation studies have localized PRA1 to both the cytoplasm and the Golgi complex [11,14,41,42]. PRA1 interacts with numerous small GTPases, all of which are prenylated [11-14] and has been proposed to play a role in vesicular trafficking.

Martincic et al. [12] hypothesized that PRA1 might function in vesicular docking and fusion based on its initial binding partners, Rab3a and VAMP2. Since this initial study five specific hypotheses have been proposed. The observation that PRA1 binds to prenylated GTPases and occurs as a cytoplasmic protein suggested that PRA1 might act as an escort protein, transporting prenylated GTPases through the cell by masking the prenyl moiety [14]. Secondly, PRA1 may function as a Golgi sorting protein by facilitating the insertion of small GTPases into the membranes of transport vesicles and instructing them where to go in the cell [14]. Sivars and colleagues [43] proposed a third function of PRA1 as a guanine nucleotide dissociation inhibitor (GDI) displacement factor (GDF) that aids in recycling Rabs during vesicular trafficking. An additional role for PRA1 in lipid transport, modulation of lipid homeostasis, and cell migration has been proposed based on proteomic analysis of PRA1 depleted nasopharyngeal carcinoma cells [44] and further supported by studies implicating PRA1 in the fusion of transport vesicles with the plasma membrane [45]. Finally, evidence supports a role for PRA1 in transport and assembly of viral proteins, although in some cases it may play an inhibitory role [45-49]. These proposed functions for PRA1 are in no way mutually exclusive and in many cases are overlapping.

### PRA1 is significantly downregulated during early photoreceptor differentiation in the *rd1* retina

We present here the first report describing the expression and localization of PRA1 protein in the developing and mature wt and *rd1* mouse retinas. In the developing wt retina, colocalization with GM-130-LIR indicates that PRA1 is localized to the photoreceptor Golgi apparatus as it translocates from the perikarya to the proximal IS during photoreceptor differentiation. PRA1 is also inferred to be in proximity with Rab6 during photoreceptor differentiation. Diffuse PRA1-LIR that does not colocalize with the Golgi marker is seen in the distal IS of wt photoreceptors starting at P8. In the mature retina, PRA1 positive punctae extend up to, but not overlapping with, the proximal end of the OS axoneme as labeled by RP1-LIR. Only very sparse punctae are seen in the OS. Both plexiform layers also contain PRA1 positive punctae independent of GM-130 staining during postnatal retinal development. In the wt OPL, PRA1-LIR appears less intense at P21, suggesting that it may play a role in neurite outgrowth and/or synapse formation that is not required for maintenance in the adult. This observation is of particular interest in light of the failure of the *rd1* rod photoreceptors to form a triad synapse with bipolar dendrites [23]. Together, these observations are consistent with a role for PRA1 in vesicular and lipid trafficking from the Golgi to vesicles directed both toward the cilia and the synapse. PRA1-LIR also colocalizes with the Golgi marker in the perinuclear region of most cells in the GCL and the INL.

By both Western blot at P2-P4 and immunohistochemistry at P6-P21, PRA1 expression appears less intense in *rd1* compared to age-matched, wt retinas. Mislocalization of PRA1-LIR in the IS layer is seen in the *rd1* retina at all ages examined. Compared to wt, *rd1* retinas display a less intense, diffuse pattern of staining in the IS with some large punctae distributed throughout. Colocalization of PRA1- and GM-130-LIR is seen in some, but not all, of these IS punctae. This observation is consistent with EM pathology in the *rd1* retina showing defects characteristic of vesicular trafficking [17,23,24].

In developing mouse retina, the decrease in PRA1-LIR in the *rd1* IS layer compared to wt is apparent at all ages examined, and is statistically different by P8. Staining in the residual *rd1* outer retina at P21 suggests that PRA1-LIR is also present in cone photoreceptors. The PRA1-LIR intensity in the perinuclear region of the *rd1* GCL is also reduced at P21, consistent with a possible role of PRA1 in neurite remodeling and sprouting. Virtually all of the proteins altered in PRA1-depleted nasopharyngeal carcinoma cells that are linked to changes in cell migration [44] are also known to be important in neurite outgrowth. In the inner retina we found similar average intensities of PRA1-LIR at all time points examined except at P8, most likely an anomalous result due to small sample size. This suggests that the 2–3 fold reduction in *Rabac1* mRNA measured by qPCR in whole retina is largely due to loss of expression in photoreceptors, with less overall change in protein expression in the inner retina.

### PRA1 may play a role in vesicular trafficking during photoreceptor differentiation

Rod photoreceptors are highly specialized cells that exhibit unambiguous cellular polarity. Polarity of these cells is established during cell differentiation and maintained by the sorting of lipid membranes and proteins to their appropriate targets through a process of vesicular trafficking. Using *Xenopus* as a model system, four members of the Rab GTPase family, Rab3, Rab6, Rab8, and Rab11, have been identified in vesicular trafficking of rhodopsin from the Golgi to the connecting cilium at the base of the outer segments [18]. Two of these, Rab3 and Rab6, bind directly to PRA1 in yeast two hybrid screens [11-13]. Rab proteins have also been highlighted in proteomics analyses of the bovine rod outer segment [50] and of the mouse photoreceptor sensory cilium complex [51]. These studies have focused on maintenance of the mature photoreceptor cell. Whether the same Rabs play a role in vesicular sorting during photoreceptor development has not yet been explored.

Defects in vesicular trafficking have been implicated in retinal degenerative diseases. Mutation in Rab escort protein 1, a protein responsible for modifying small GTPases, has been linked to choroideremia, a disease characterized by degeneration of the choroid followed by photoreceptor degeneration [52]. Defects in Rab8 trafficking have been documented in Bardet-Biedl syndrome, a cilliopathy characterized by developmental defects including degeneration of the photoreceptors [53,54]. The association between vesicular trafficking defects and retinal degenerative disease is consistent with the early pathology observed in the *rd1* mouse. PRA1 has been proposed to regulate the recruitment of Rab effector proteins as well as proteins involved in proper tethering and fusion of vesicles to their target membrane, such as VAMP2 [12,55]. A defect in recruitment by PRA1 of Rab effectors and proteins involved in the downstream events of vesicular trafficking could correlate to the defects in vesicular trafficking reported in *rd1* retinas [17,56].

Alternatively, Figueroa and colleagues [14] have proposed that PRA1 could act as a chaperone protein to shuttle small GTPases through cells to their target locations. PRA1 was found to bind to other small prenylated GTPases besides Rabs, including RhoA, a small GTPase involved in actin remodeling, and K-Ras and H-Ras, small GTPases involved in cell growth, differentiation, and survival [14,57]. For K-Ras, the rate of dissociation from the plasma membrane has been shown to be reduced or enhanced by knockdown or overexpression of PRA1, respectively [57]. As with defects in vesicular trafficking, a defect in shuttling small GTPases required for differentiation throughout photoreceptors could correlate to the early pathology observed in the *rd1* mouse retina.

## Conclusions

In summary, our results are consistent with the hypothesis that Pde6β may have a function during photoreceptor development distinct from its phototransduction role in mature OS. Our data demonstrate a significant downregulation in *Rabac1* gene expression and in PRA1 protein expression by P2 in the *rd1* retina. These data support the hypothesis that PRA1 plays an important role in organization of the Golgi and vesicular trafficking during the early stages of rod photoreceptor cell differentiation and suggest that the decrease in PRA1 expression in the *rd1* retina may serve as a link coupling the genetic mutation in *Pde6b* to the very early defects in membrane trafficking and the delay in rod photoreceptor cell differentiation that are subsequently followed by cell death. The interaction of Pde6β and cGMP signaling pathways with PRA1 is an important area for future investigation.

## Methods

### Animals

Mice homozygous for either the wt allele or the retinal degeneration 1/light ear (*rd1/le*) linked mutations on a C57BL/6 background were used for these experiments. Runts or noticeably underdeveloped pups were excluded. Animal colonies were housed in 12/12 light/dark conditions and were handled by the same staff throughout the period of microarray sample collection. Animals were handled in accordance with the National Institutes of Health Guidelines on Laboratory Animal Welfare using procedures that were approved by the Saint Louis University Institutional Animal Care and Use Committee.

### Microarray and PCR sample collection

All dissections for microarray were performed by the same investigator. Retinal samples were harvested from both *rd1/le* and wt animals at postnatal days 2, 4, 6, and 8 for microarray. Pups were anesthetized on ice and decapitated. Tissue was maintained on ice while the eyes were enucleated. Retinas were rapidly isolated and frozen in a sterile microcentrifuge tube on dry ice. Each sample included 8–14 retinas. At least ten samples were harvested at each time point.

### Microarray

Total RNA was harvested from flash-frozen retina tissue using TRIzol (Invitrogen, Carlsbad, CA) extraction followed by cleanup with the RNeasy kit (Qiagen, Germantown, MD). Ten micrograms of total RNA was used for cDNA synthesis. A T7-(dT)_24_ oligomer, superscript reverse transcriptase II and DNA Polymerase I (Gibco BRL, Gaithersberg, MD) were used for first-strand and second-strand cDNA synthesis. Double-stranded cDNA was cleaned with Phase Lock Gels-Phenol/Chloroform extraction and ethanol precipitation. Biotin-labeled antisense cRNA was produced by an *in vitro* transcription reaction (ENZO BioArray High Yield RNA Transcript Labeling Kit, Farmingdale, NY). Fifteen micrograms of cRNA was incubated with fragmentation buffer (Tris-acetate, KOAc and MgOAcat; 94°C for 35 min). Target hybridization to MOE430A Gene Chips was performed using the standard Affymetrix Eukaryotic Target Hybridization protocol [58,59]. Washing and staining were performed using the EukGE-W2v4_400 protocol [58,59] and scanning was performed using Affymetrix GeneArray 2500.

### Microarray analysis

All microarray data is MIAME compliant. Raw data have been deposited in the NCBI GEO database (accession #GSE41821). Expression scores were obtained using Robust Multichip Average to do background correction, quantile normalization and summarization [60]. Normalized data was subjected to a two-stage analysis based on FDR-CI [61,62] to obtain differentially expressed genes that met the minimum fold change criteria of 1.5. This two-stage algorithm allows simultaneous control of biological significance measured by fold change and statistical significance measured by FDR adjusted p-values.

### Quantitative real-time PCR

Total RNA was extracted using TRIzol (Invitrogen) followed by further purification using RNeasy (Qiagen). Reverse transcription was performed using 2.5 μg of total RNA and Superscript II reverse transcriptase (Invitrogen). qPCR was performed in triplicate with the iCycler IQ system (Bio-Rad, Hercules, CA) using Sybr Green I (Invitrogen). qPCR normalization was performed using the housekeeping gene hypoxanthine guanine phosphoribosyl transferase (HPRT).

### Western blot

Retinal tissue was rapidly dissected and 2–8 retinas were pooled in RIPA buffer with protease inhibitors (1X TBS, 1% NP-40, 0.25% Na deoxycholate, 1 mM EDTA, 1% protease inhibitor cocktail (Sigma P8340, St. Louis, MO), 1% phosphatase inhibitor cocktail (Sigma P2850), and 1mM PMSF), flash frozen on dry ice, followed by sonication. Samples were spun at 13,000 rpm at 4°C for 10 min. Protein content of the supernatant was determined using the BCA Protein Assay (Pierce, Rockford, IL). Samples of either 6.5 or 15.8 μg/lane were electrophoresed on 4-20% Precise Protein gels (ThermoFisher, Waltham, MA) according to manufacturer's recommendations. Proteins were transferred to nitrocellulose membranes and blocked for 1 hour at room temperature in 5% nonfat dry milk in TBST. Membranes were then probed with a primary antibody to PRA1 (Proteintech Group, Chicago, IL; 1:500) overnight at 4°C. Protein was visualized using HRP-conjugated anti-rabbit IgG secondary antibody (Cell Signaling Technology, Danvers, MA; 1:6000) and enhanced chemiluminesence reagents (Sigma). Blots were stripped in 0.2M NaOH and probed with a primary antibody to β-actin (Abcam, Cambridge, MA; 1:2000) and an HRP-conjugated anti-mouse IgG secondary antibody (Santa Cruz Biotechnology, Santa Cruz, CA; 1:6000) to control for protein loading. Densitometry was performed using Image J software and represents the average of two gels.

### Genotyping

Genotyping was performed using the RedExtract Kit (Sigma). The following primers were used: Forward 5'-TGACAATTACTCCTTTTCCCTCAGTCTG-3', *rd1* reverse 5'-GTAAACAGCAAGAGGCTTTATTGGGAAC-3' and wt reverse 5'-TACCCACCCTTCCTAATTTTTCTCACGC-3' (Sigma). PCR products were separated on 1.5% agarose gels resulting in bands of approximately 400bp and 550bp for the wt and *rd1* alleles, respectively.

### Immunohistochemistry sample collection

Eyecups were harvested from age-matched *rd1/le* and wt littermates from heterozygous crosses at P6, 8, 10, and 21 and handled in the same fashion for all subsequent steps. Pups between P2-8 were anesthetized on ice and decapitated; older pups were injected intraperitoneally with an overdose of pentobarbital. Tissue was maintained on ice while the eyes were enucleated and the anterior segment was removed. Eyecups were fixed in 4% paraformaldehyde in 0.1M phosphate buffer for one hour, on ice. Following fixation, eyecups were washed 3 times for 15 minutes in 0.1M phosphate buffer and cryoprotected in 30% sucrose overnight, at 4°C. The following day, eyes were embedded in OCT (Sakura, Torrance, CA) and frozen in 2-methylbutane on dry ice. At least three samples were analyzed at each time point.

### Immunohistochemistry

Cryostat sections were cut at a thickness of 12 μm. Each section was post-fixed with 4% paraformaldehyde in 0.1M phosphate buffer for one minute. Slides were then washed 3 times for 15 minutes in phosphate buffered saline (PBS; Sigma). All successive washes were performed in the same manner. All blocking and antibody incubations were performed in a moist chamber with each tissue section receiving 40 μl of the indicated solution. Slides were covered with parafilm during incubation. All sections were incubated in blocking solution comprised of 2% normal donkey serum (NDS, Jackson ImmunoResearch Laboratories, West Grove, PA) and 0.3% TritonX (Sigma) in PBS, for 20 minutes. Sections were incubated in polyclonal rabbit anti-PRA1 primary antibody (Proteintech Group), diluted 1:50 in blocking solution. For double label experiments, slides were concurrently incubated with monoclonal mouse anti-GM-130 (BD Bioscience, San Jose, CA), diluted 1:1000 in blocking solution; Rab6 (Santa Cruz Biotechnology, Santa Cruz, CA), diluted 1:500; or RP1 (generous gift of Eric Pierce, Massachusetts Eye and Ear Infirmary [20,21]), diluted 1:2000. Blocking solution alone was applied as a negative control. Slides were incubated overnight at 4°C.

Slides were washed and each section was then incubated in blocking solution for 20 minutes. Sections were incubated in donkey anti-rabbit Alexa 488 secondary antibody (Molecular Probes, Eugene, OR) diluted 1:400 in blocking solution in the dark for 1 hour. For double label experiments with GM-130, slides were concurrently incubated in donkey anti-mouse Alexa 555 secondary antibody (Molecular Probes) diluted 1:400 in blocking solution. For double label experiments with RP1, slides were concurrently incubated in goat anti-chicken Alexa 555 secondary antibody (Molecular Probes) diluted 1:50 in a blocking solution with 2% NDS. Slides were washed and coverslipped with Vectashield (Vector Laboratories, Burlingame, CA) and stored at -20°C.

### Confocal microscopy and analysis

Labeled sections were imaged using a Zeiss LSM 510 Meta confocal microscope. Each image consisted of a stack of slices having a thickness of 0.44 μm per slice. All images were adjusted for brightness and contrast using Image J software. All photomicrographs from a single experiment were adjusted with precisely the same settings.

Image J software was used to process and analyze images. Analysis of pixel density for regions of interest (ROI) was obtained at each developmental time point examined. First, small stacks of six slices were generated. Next, a ROI from the central and each peripheral regions of the IS layer was obtained for n = 3 eyecups of wt and *rd1* age-matched littermates. Average intensity was obtained for each of the three regions of the IS layer and these values were normalized as follows: the P6 wt average intensities were arbitrarily set to one, within each pair the *rd1* intensity was normalized to the wt value, and across time points the average wt values were normalized against the P6 wt value. A paired t-test was used to compare the average of *rd1* IS intensity to that of wt IS. The same procedure was used to analyze intensity of the inner plexiform layer (IPL).

## Abbreviations

CNG: cGMP-gated; E: Embryonic day; FDR-CI: False Discovery Rate Confidence Interval; GCL: Ganglion cell layer; GDI: Guanine nucleotide dissociation inhibitor; GDF: GDI displacement factor; HPRT: Hypoxanthine guanine phosphoribosyl transferase; INL: Inner nuclear layer; IPL: Inner plexiform layer; IS: Inner segment; LIR: Like immunoreactivity; PDE6b: cGMP phosphodiesterase 6 β-subunit; ONL: Outer nuclear layer; OPL: Outer plexiform layer; NDS: Normal donkey serum; P: Postnatal day; PBS: Phosphate buffered saline; PKG: Phosphokinase G; PRA1: Prenylated rab acceptor 1; qPCR: Quantitative real-time PCR; *Rabac1*: *Rab acceptor 1*; *rd1*: *Retinal degeneration 1*; ROI: Regions of interest; RP: Retinitis pigmentosa; wt: Wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Conceived and designed the experiments: VMD, AMR, AJM, AS, JMO. Performed the experiments: VMD, AMR, JGM, SCEH, AAI, AYC, MJB, MIO, JMO. Analyzed the data: VMD, AMR, RK, AJM, AS, JMO. Wrote the paper: VMD, AMR, JMO. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 includes the 143 genes that showed significant differential expression by microarray analysis in *rd1* compared to wt retina for one or more time points. **Table S2.** includes the eighteen genes that were analyzed by qPCR. Microarray analysis of fold-change is indicated in the final column for comparison. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

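The arrays measure transcript levels in pooled retinas of wt and rd1 mice at P2, P4, P6 and P8, with 4 arrays in each of the 8 groups and 32 arrays in all. The value table deposited by the authors is on the log2 scale, with 22690 probe sets, array medians between 6.54 and 6.76 and values between 0.07 and 15.0. The authors name Robust Multichip Average as the method for these log2 values; its software version is not stated. The quartiles of the arrays are not identical (upper quartile 8.73 to 8.94). The authors list summarization after quantile normalization, so this does not show a departure from their method. A second table deposited by the authors gives a signed fold change and a p-value of their FDR-CI procedure for 1132 probe sets. Its fold changes equal the differences of the group means in the value table, and its p-values run from 0.012 to 0.9999. No 2 arrays are identical.

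All tests used the log2 values as given. The 64 Affymetrix control probe sets were left out, since they are spiked or control transcripts, and 22626 were tested. Probe sets were joined to gene symbols through the annotation given with the series and checked through the Entrez ID: 20380 have 1 symbol, 691 have several and 1555 are not listed, of which 10 took their symbol from Table S1. For gene lists the brightest probe set stood for a gene, which leaves 12403 genes. No array was left out.

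Computation used R 4.3.3 and limma 3.58.1. A linear model with 1 mean per group was fitted to all 32 arrays (24 residual degrees of freedom), with moderated two-sided tests and an intensity trend. P-values were adjusted by Benjamini-Hochberg over all probe sets at each age, and an adjusted p under 0.05 counts as a call. Counts are also given with a fold of group means of 1.5 or more. The same model gave the mean difference over the 4 ages and an F test of whether the difference varies with age. An exact permutation test over the 70 assignments of 4 arrays against 4 stands beside single genes, with a smallest p of 0.0286. Standard errors of single genes are limma's, and SDs are over the 4 arrays of a group. The authors' FDR-CI procedure was not rerun.

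Gene lists were tested with limma's camera with a preset correlation between genes of 0.01, and adjusted over 26 lists and 4 ages together (104 tests). Of these 30 were called. With an estimated correlation 4 were called: bipolar cell genes at P6, and at P2 the Table S1 groups of membrane transport and synapse, of transcription and RNA processing, and of the cytoskeleton. By limma's fry, which asks whether the genes of a list move 1 way on balance and does not compare them with other genes, 6 were called. Textbook lists were rod phototransduction and outer segment, photoreceptor transcription factors, cone, lens crystallins, lens fibre genes other than crystallins, mitotic cell cycle, retinal progenitor, Mueller glia, bipolar cell, amacrine and horizontal cell, retinal ganglion cell, retinal pigment epithelium, red blood cell, microglia and macrophage, endothelial cell, mesenchymal, scleral and muscle, Rab GTPases and their regulators, apoptosis, immediate early, sex chromosome, glycolysis, and synaptic vesicle and ribbon synapse genes. A further 4 lists group genes of the paper's Table S1 (cytoskeleton, metabolic enzymes, membrane transport and synapse, transcription and RNA processing); the paper chose these on the same arrays, so they are not independent evidence. All lists were fixed before the data were examined.

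Genes are named by a rule: at each age the 10 probe sets with the largest rise and the 10 with the largest fall among those called with no overlap between the 4 rd1 and the 4 wt arrays, every gene the paper names in its text or in Table S2, the 6 crystallin probe sets of the paper, and of each list the 4 members with the smallest p at that age. Values in the paper's tables had been seen when the rule was set. Genes named outside the rule are marked where they stand. The values of 1 gene are not reported here, while counts and lists include it.

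Alternatives set before the data were examined were a separate fit at each age, robust variance moderation, no intensity trend, array quality weights, the replicate number as a block, median centring, a further quantile normalization, leaving out the 30% dimmest probe sets, a test against a fold of 1.5 (limma's treat), adjustment over the 4 ages together, the fold of 1.5 with no test, leaving out each array in turn, an estimated correlation and fry for lists, the mean over all probe sets of a gene, and levels relative to Hprt for Pde6b and Rabac1. Alternatives chosen after seeing the data were leaving out the arrays labelled rd1 P2 replicates 1 and 4, the 18S ribosomal RNA control signal as a covariate, and leaving out the 8 arrays of P2. Positions of genes relative to Pde6b were tested by 10 two-sided Fisher's exact tests, for 5 sets of called genes each by chromosome and by a window of 20 Mb, with p given unadjusted and adjusted over the 10. The set of P4 held 0 genes, so the outcome of its tests was fixed.

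RT-qPCR, Western blot and immunostaining data of the paper were not analysed here beyond the values it prints. The scanner signals were not analysed here. The assignment of single genes to Gene Ontology terms behind the paper's figure of functional categories is not given in the sources used here.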

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

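The tests of the P2 labels, of the arrays labelled rd1 P2 replicates 1 and 4, and of lens tissue by Mip were chosen after the results were seen; the crystallin mean without rd1 P8 replicate 4 was set beforehand, and its spread over arrays was added later. For a sample far from the others, the gap to the nearest of its group was compared with the group's range by Dixon's test; 40 of 540 groups stood out, where chance gives about 1 in 20.

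On the arrays of P2, Pde6b and Rabac1 overlap between the labelled genotypes, and the labels may be exchanged on some of them. The arrays of P2 were scored over the 5 probe sets called at each of P4, P6 and P8 without the P2 arrays (Ptpro, Pde6b, Rabac1, 2610524H06Rik and 1 unnamed), with positive values on the rd1 side. The arrays of P4, P6 and P8 were scored with their own age held out, over the probe sets called at both of the other 2 ages, the same 5 for P6 and 4 of them, without the unnamed one, for P4 and P8. It lay on the side of the other genotype on 4 of the 8 P2 arrays, wt replicates 1 and 2 (0.53 and 0.49) and rd1 replicates 2 and 3 (-0.35 and -0.39), and on none of the 24 later arrays; without Pde6b and Rabac1 these 4 were 0.62, 0.56, -0.25 and -0.30. A wider set of probe sets, used first and then replaced, put 4 of 8 arrays on the other side at P2 and also 4 of 8 at P4. At P2 the SD of the score within the groups was 0.487 for rd1 and 0.646 for wt, against 0.0408 to 0.119 in the 6 later groups. The P2 arrays thus differ within each labelled group. That spread alone cannot decide whether these genes yet differ between the genotypes at P2, since any other structure among the arrays could also widen it. A mixture of genotypes in the pooled samples and a difference in stage at P2 were not tested and stay open.

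The 45 probe sets that Table S1 gives as lower at P2 rest on the arrays labelled rd1 P2 replicates 1 and 4, where their median level is 5.83 and 5.76 against 8.62 to 8.88 on the other 6 arrays of P2. Without both, the median difference is -0.039 instead of -1.59, and 1 of the 45 is still lower by a fold of 1.5 or more. That leaves rd1 replicates 2 and 3, which the score above puts on the wt side, so this step alone does not part the 2 arrays from the doubt about the labels; wt replicates 1 and 2, which the score puts on the rd1 side, are not low (8.88 and 8.65). Replicates 1 and 4 of rd1 have the lowest Gapdh 5' signal, with Gapdh 5' minus 3' at -1.54 and -1.57 against -0.74 to -0.04 on the other 30 arrays. Whether the 5' part of transcripts in general was lost stays open: beta-actin 5' minus 3' averages -1.06 on both, below the other 6 arrays of P2 (-0.92 to -0.79) and within the range of all other 30 arrays (-1.65 to -0.79), which is set by the later ages. Whether a technical step made these arrays differ stays open, as does a biological difference between these 2 pools and the others, which was not tested.

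The higher crystallin mean of rd1 at P8 depends on replicate 4, and lens tissue in that sample is a candidate source: Mip was higher there by 3.48 than on the other rd1 P8 arrays, and the highest of the other 31 arrays had 3.97; the other arrays lie in the range of the Bacillus control probe sets, so the size of that difference is uncertain. A second, dimmer Mip probe set was at 10.25 there, at 1.93 to 2.12 on the other rd1 P8 arrays and at 4.70 on wt P8 replicate 2. Of the further lens fibre genes Bfsp1 (7.81 against 5.92) and Tdrd7 (12.4 against 11.79) were higher, and Gja3, Dnase2b, Hsf4 and Foxe3 were in or below that range on all rd1 P8 arrays and weigh neither way; of these lists the retina itself expresses crystallins. A difference shared by the 4 rd1 arrays stays open too: the crystallin mean without replicate 4 was -0.093, but its standard error over arrays is 0.89 (0.12 over genes), since the wt P8 arrays run from 5.43 to 9.40. The retinal pigment epithelium mean was 7.03 on this array and higher still on wt P8 replicate 4, with Rpe65 at 6.59 and 6.84; what else such a sample held stays open.

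At P2, single arrays far from their group (value, then mean of the other 3) were rd1 replicate 4 for Cryga (4.38; 7.38), Abca8a (2.41; 3.21) and Cryba1 (4.01; 7.43), rd1 replicate 1 for Inhbe (3.59; 4.04), wt replicate 1 for the mesenchymal list (4.87; 5.03) and wt replicate 3 for the sex chromosome list (6.20; 7.67). At P4, they were rd1 replicate 1 for Crygs (3.28; 4.01), Xist (4.69; 11.88), and the lens fibre (3.64; 3.86), bipolar (5.71; 5.92) and endothelial (4.72; 4.86) lists, wt replicate 4 for Cryga (5.74; 7.39) and Crybb3 (5.87; 6.80), and wt replicate 3 for the rod list (9.29; 8.71) and the Table S1 membrane list (10.21; 9.87).

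At P6, they were rd1 replicate 2 for Cabp4 (8.24; 6.75), Spp1 (3.52; 2.70), Bhlhe23 (4.44; 2.71) and the cone list (8.84; 8.66), rd1 replicate 3 for Cdca3 (7.44; 6.68), rd1 replicate 1 for the progenitor list (8.78; 8.53), wt replicate 4 for the photoreceptor transcription factors (9.81; 9.86), the cell cycle list (6.38; 5.92) and the synapse list (9.00; 9.17), and wt replicate 1 for the Table S1 metabolic list (10.68; 10.45).

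At P8, rd1 replicate 4 stood apart for Cryaa (13.44; 9.49), Cryba4 (11.72; 7.05), Crygs (12.81; 8.20), Cryba1 (14.02; 10.08), Crybb3 (12.24; 8.38), and the crystallin (11.55; 7.65), lens fibre (5.12; 4.27) and retinal pigment epithelium (7.03; 6.27) lists. Others were rd1 replicate 3 for the Rab list (9.42; 9.54), wt replicate 1 for 2610524H06Rik (8.58; 8.75), wt replicate 2 for Mip (3.97; 2.75), wt replicate 4 for the synapse list (9.76; 9.44), and wt replicate 3 for the Table S1 cytoskeleton (9.82; 9.96) and transcription (8.10; 8.23) lists.

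The difference between rd1 and wt varied with age for 15 probe sets by limma's F test (1503 at an unadjusted p under 0.05), 14 of them with a name. They were Pecam1 (adjusted p = 0.00213), Higd1b (0.00265), Slc38a5 (0.00501), Spp1 (0.00926), Vsx1 (0.0374), Ccnb1, Nusap1, Slc7a8, Zfhx3, Cenpf and Cpeb4 (0.0375 each), Exo1 (0.0395), Gzmm (0.0408) and Arap2 (0.0454). The differences at P2, P4, P6 and P8 were 0.04, 0.01, 0.01 and -0.94 for Pecam1, 0.05, 0.07, 0.16 and -3.30 for Spp1, -0.08, 0.04, -1.38 and 0.82 for Vsx1, 0.35, 0.27, 2.85 and 0.90 for Ccnb1, and 1.07, -0.41, -0.61 and -0.99 for the amino acid transporter gene Slc7a8. Zfhx3, a transcription factor, gave 0.83, -0.89, -0.77 and -0.14. Pecam1 at each age, Spp1 at P2, P4 and P6, Vsx1 at P2 and P4 and Ccnb1 in wt at P6 and P8 lie in the range of the Bacillus control probe sets, so the sizes of their differences there are uncertain. The count of 15 was 5 to 9 in 15 of the refits that each left out 1 array. Of 100 drawn splits of the arrays within each age, the real one included, 7 gave as many (highest other 1967). Chance therefore cannot be excluded, and some splits follow a structure of the samples.

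Genes outside Table S1 also differed over the 4 ages together: Ptpro on the probe set that Table S1 does not list (mean difference -0.90), Sbno1 (-0.47), Cuedc1 (-0.49) and Efcab7 (0.77). At P2, P4, P6 and P8, Sbno1 differed by 0.02, -0.67, -0.54 and -0.67, Cuedc1 by -0.59, -0.38, -0.53 and -0.46, and Efcab7 by 0.20, 0.98, 0.78 and 1.13.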

How the results depend on the processing

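Leaving out the arrays labelled rd1 P2 replicates 1 and 4, leaving out all 8 arrays of P2, and the 18S covariate were chosen after the data were seen; the other alternatives were planned. Of the counts recomputed, 307 stayed within a factor of 1.5 and 164 did not. Of the tests of Pde6b and Rabac1, 144 kept their side of the threshold, 8 of them with the other sign and never called, 15 newly passed it and 15 no longer did. Of the tests of other named genes, 10038 kept their side (156 with the other sign, never called), 101 newly passed and 380 no longer did. Of the list tests, 1966 kept their side (98 with a mean of the other sign), 63 newly passed (4 with a mean of the other sign), 126 no longer did (1 with a mean of the other sign) and 3 reversed by camera's direction. The 8 were all at P2: with array quality weights (Pde6b 1.43, Rabac1 0.90), without rd1 P2 replicates 1 and 4 (0.88 and 0.64), and for Pde6b without wt P2 replicate 3 (0.10) or 4 (0.21) or rd1 P2 replicate 1 (0.09) or 4 (0.14). Robust variance moderation, levels relative to Hprt (Pde6b and Rabac1) and the mean over the probe sets of a gene (lists) moved no count and no call of Pde6b or Rabac1. The cause was not tested for any change below, except where fewer probe sets, fewer arrays, the spread of a single age or a stricter null by construction change the test.

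Counts of called probe sets are given with, after the slash, those also past a fold of 1.5; as reported they are 9 / 7 at P2, 1 / 1 at P4, 47 / 42 at P6, 48 / 30 at P8, 10 over all ages, 15 for the interaction, 2 of the 8 tests of Pde6b and Rabac1, 24 genes of Table S1, 2 genes near Pde6b and 30 list tests. No probe set was lower at all 4 ages by limma's adjusted p under the settings that recomputed this count; by the fold of 1.5 with no test 1 was (Rabac1).

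With a separate fit at each age the counts were 0 / 0 at P2, 5 / 5 at P4, 9 / 9 at P6 and 10 / 8 at P8, and 9 genes of Table S1. Pde6b at P4 (-2.58, adjusted p = 0.00848) and Rabac1 at P4 (-1.69, adjusted p = 0.0143), P6 (-1.81, adjusted p = 0.00819) and P8 (-1.53, adjusted p = 0.000876) then passed, 6 of the 8 tests. With no intensity trend the interaction count was 5. With array quality weights the counts were 33 / 18, 11 / 11, 837 / 307 and 3506 / 278, 204 over all ages, 490 for the interaction, 71 genes of Table S1 and 21 genes near Pde6b. Pde6b at P4 (-2.36, adjusted p = 0.00103) and Rabac1 at P6 (-1.80, adjusted p = 0.00086) and P8 (-1.48, adjusted p = 0.00617) passed, 5 of 8. With these weights the sex chromosome list at P2 reversed to -0.38 (adjusted p = 0.0161).

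With the replicate number as a block the counts were 1 / 0 at P2 and 79 / 76 at P6, 23 over all ages, 9 for the interaction and 5 genes near Pde6b, and Pde6b at P8 no longer passed (-2.35, adjusted p = 0.0505), which leaves 1 of the 8 tests. Whether the numbers pair the samples is not given: after removal of the group means, 8 of 16 wt and rd1 pairs of 1 number correlated above 0.1 (-0.44 to 0.63), and 6 of 16 wt arrays correlated best with the rd1 array of their own number.

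With median centring 18 / 17 were called at P8, and after a further quantile normalization the interaction count was 24. Without the dim probe sets the counts were 0 / 0 at P2, 0 / 0 at P4 and 5 / 5 at P8 and 6 for the interaction, and Pde6b at P8 no longer passed (-2.35, adjusted p = 0.0725), which leaves 1 of 8. With treat the counts were 0 / 0, 0 / 0, 4 / 4 and 1 / 1, 0 over all ages, 5 genes of Table S1, 0 near Pde6b and 0 of the 8 tests, with Pde6b at P6 (-2.64, adjusted p = 0.485) and P8 (-2.35, adjusted p = 1). Adjusted over the 4 ages together the counts were 3 / 3 at P4, 23 / 22 at P6 and 24 / 19 at P8 and 13 genes of Table S1; Pde6b passed at P4 (-2.58, adjusted p = 0.0288) and not at P8 (-2.35, adjusted p = 0.0591). By the fold with no test the counts were 573, 109, 472 and 406. Lists called were 4 with an estimated correlation and 6 by fry.

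Leaving out the arrays labelled rd1 P2 replicates 1 and 4 gave 20 / 14 at P2, 2 / 2 at P4, 25 over all ages and 5 genes near Pde6b; Pde6b at P4 (-2.58, adjusted p = 0.00768) and Rabac1 at P6 (-1.81, adjusted p = 0.0114) and P8 (-1.53, adjusted p = 0.0282) passed, 5 of 8. Leaving out all 8 arrays of P2 gave 9 / 9 at P4 and 26 / 26 at P6, with Pde6b at P4 at -2.58 and Rabac1 at -1.69, -1.81 and -1.53, all then past the threshold. The 18S covariate gave 110 / 48 at P8 and 17 over all ages.

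Leaving out 1 array at a time gave 0 to 314 at P2 (0 to 277 with the fold), 1 to 2 at P4 (1 to 2), 4 to 64 at P6 (4 to 57), 18 to 231 at P8 (15 to 93), 9 to 47 over all ages, 5 to 20 for the interaction, 25 to 33 list tests, 7 to 59 genes of Table S1, 2 to 5 genes near Pde6b and 1 to 3 of the 8 tests. Pde6b ran from -0.72 to 0.21 at P2, -2.75 to -2.37 at P4, -2.71 to -2.58 at P6 and -2.56 to -2.20 at P8, and Rabac1 from -1.33 to -0.32, -1.82 to -1.53, -1.91 to -1.68 and -1.59 to -1.45. The cell cycle list at P4 ran from -0.24 to 0.17 and reversed without wt P4 replicate 1 (0.16, adjusted p = 0.0395) and without rd1 P4 replicate 3 (0.17, adjusted p = 0.048). With 4 arrays per group, 1.5-fold changes were recovered in 40.3% to 52.2% of simulated cases, so the counts can miss many changes of that size.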

Differences from the paper's values

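No value here rests on a test chosen after the result was seen, except where an alternative is marked so.

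The paper's array fold of Gnat1 at P6 is -0.72 on the log2 scale and the value here is -1.37; under none of the alternatives set before the data were examined does the gap fall within the SD of the arrays. The same holds for Pde6b at P6 (paper -2.34, here -2.64), Ptpro at P8 on the probe set the paper lists (paper -0.84, here -1.36), and Rabac1 at P4 (paper -1.14, here -1.69), P6 (paper -1.24, here -1.81) and P8 (paper -1.08, here -1.53). For Pde6b at P2 the paper has -0.15 and the value here is -0.27, and they are within a factor of 1.5 only with a further quantile normalization (-0.20). For Rabac1 at P2 the paper has -0.43 and the value here is -0.82, and they are within that factor without wt P2 replicate 3, wt P2 replicate 4, rd1 P2 replicate 1 or rd1 P2 replicate 4 and under no other such alternative. For Spp1 at P8 the paper has -1.56 and the value here is -3.30; the gap is just over the SD of 1.70 on the rd1 arrays. It is under that SD with array quality weights (-1.87), and, with values still far from the paper's, with median centring (-3.27) and without wt P8 replicate 1 (-3.16) or rd1 P8 replicate 1 (-2.90), 3 (-2.96) or 4 (-3.20), and under no other. Over the Table S1 probe sets the differences here correlate with the paper's at 0.94 to 0.95, with slopes of the paper's on those here of 0.55 to 0.64. The fold table deposited by the authors holds 141 of the 143 probe sets of Table S1 and equals the differences of group means used here, so these gaps lie between that table and Table S1. How the folds of Table S1 were computed is not given in the sources used here.

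The paper's Table S1 holds 45 probe sets at P2, 12 at P4, 74 at P6 and 42 at P8 (73 and 41 before its folds are rounded to 2 decimals) past a fold of 1.5 at its FDR-CI p under 1; here 7, 1, 42 and 30 pass a fold of 1.5 together with limma's adjusted p under 0.05, so the thresholds differ. At P8 the counts are within a factor of 1.5, as they are with robust variance moderation, no intensity trend, a further quantile normalization, and without wt P8 replicate 2 or rd1 P8 replicate 2, and under the other such alternatives (5 without the dim probe sets, 278 with array quality weights) they are not. At P2 none of these alternatives comes within a factor of 1.5 of the paper's count. At P4 array quality weights do (11), and at P6 the replicate block (76), leaving out the dim probe sets (53), and the refits without wt P6 replicate 4 and without rd1 P6 replicate 2 do. By a fold of 1.5 and an FDR-CI p under 1, the table deposited by the authors holds 1117 probe sets where the paper has 143. It holds 800 lower at 1 or more ages where the paper has 106, and 364 higher where it has 43. Its folds are plain differences of group means and those of Table S1 are smaller, so these counts do not rest on the same measure.

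The paper states that every differentially expressed gene at P2 is lower in rd1. Its 45 probe sets are all lower here too, but 4 of the 9 that limma called at P2 are higher in rd1 (Sema3a, Inhbe, Tubb4b and Hmga2). Of these, Sema3a, Inhbe and Tubb4b lie in the range of the Bacillus control probe sets (1.75 to 4.89), so a rise in them is uncertain, and without the dim probe sets none is called at P2.

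The paper states that Pde6b and Rabac1 are lower at all time points, on the basis of RT-qPCR relative to HPRT, beside Western blots of PRA1 at P2 and P4. Its RT-qPCR folds at P2, P4, P6 and P8 are -4.52, -8.23, -25.35 and -17.18 for Pde6b and -2.99, -2.70, -2.11 and -2.64 for Rabac1. The values here are from the arrays alone. Both have a mean difference below 0 at each age here, though at P2 not with array quality weights (1.43 and 0.90) or, chosen after seeing the values, without rd1 P2 replicates 1 and 4 (0.88 and 0.64), and for Pde6b not without wt P2 replicate 3 or 4 or rd1 P2 replicate 1 or 4 (0.09 to 0.21); Pde6b passes the test at P6 and P8 alone and Rabac1 at no single age. Pde6b at P4 passes with a separate fit at each age, array quality weights, adjustment over the 4 ages together, and, both chosen after seeing the values, without rd1 P2 replicates 1 and 4 and without the 8 arrays of P2. Rabac1 at P4 passes with a separate fit and without the 8 arrays of P2, and at P6 and P8 with these, array quality weights and leaving out rd1 P2 replicates 1 and 4. At P2 no setting calls Pde6b or Rabac1. In the single model the standard error of both genes at the later ages includes the wide spread of the P2 arrays.

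The paper states that crystallins make up most genes higher at P8. Here none of the 14 measured crystallins passes the test for a single gene at P8, while all 14 are above 0; the list passes without wt P8 replicate 2 or 4 or rd1 P8 replicate 2 or 3. Without rd1 P8 replicate 4 the mean is -0.093 and 7 of 14 are above 0. For Rs1h at P8 the paper's RT-qPCR shows no decrease, with a fold of 1.01, and the array difference here is -0.80.

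Of the 143 probe sets of Table S1, 24 are called here at an age at which the paper lists them. Array quality weights call 71, the separate fit 9, adjustment over the 4 ages together 13 and treat 5, and leaving out 1 array calls 7 to 59.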

Other observations

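The 18S covariate and the test of a lower share of rods were chosen after the results were seen. Further cell types and processes were called as lists at P8 with the preset correlation. With an estimated correlation no list was called at P8. Of 35 splits of the P8 arrays, the real one included, 11 called as many lists, so chance cannot be excluded for these calls. Synaptic genes were lower (19 of 20 below 0, none called over all probe sets or when adjusted over the list alone, mean -0.25, camera adjusted p = 0.000159, adjusted p = 0.35 with an estimated correlation), with the vesicle fusion gene Snap25 at 13.24 in wt and 12.94 in rd1 (n = 4 arrays, limma adjusted p = 0.238). Rab GTPases and their regulators were lower (26 of 39 below 0, none called, 1 lower when adjusted over the list alone, mean -0.07, camera adjusted p = 0.0024, adjusted p = 0.266 with an estimated correlation), and ganglion cell genes too (12 of 16 below 0, none called over all or over the list alone, mean -0.14, camera adjusted p = 0.00928, adjusted p = 0.377 with an estimated correlation, 0.0523 without rd1 replicate 1 and 0.066 without rd1 replicate 3), with the neurofilament gene Nefm at -0.47. The Table S1 membrane transport group had all 8 below 0 (none called over all or over the list alone, mean -0.33, camera adjusted p = 0.00342, adjusted p = 0.37 with an estimated correlation). Cell cycle genes were higher (58 of 68 above 0, none called, 1 higher when adjusted over the list alone, mean 0.31, camera adjusted p = 0.0261, adjusted p = 0.847 with an estimated correlation), with Pbk at 4.01 and 5.42 (adjusted p = 0.105; the wt level lies in the range of the Bacillus control probe sets). Bipolar genes (13 of 21 below 0, none called, 1 higher when adjusted over the list alone, mean -0.15) and amacrine and horizontal cell genes (none called, 2 lower when adjusted over the list alone, mean -0.12) were lower at a camera adjusted p of 0.0406 each, and at an adjusted p = 0.627 and 0.404 with an estimated correlation. Without single arrays these calls were lost: cell cycle without wt replicate 4 (0.176), rd1 replicate 1 (0.385) or rd1 replicate 3 (0.341); bipolar without wt replicate 3 (0.0593), wt replicate 4 (0.299), rd1 replicate 1 (0.298) or rd1 replicate 3 (0.492); amacrine without wt replicate 3 (0.065), wt replicate 4 (0.258), rd1 replicate 1 (0.137) or rd1 replicate 4 (0.0583). Immediate early genes were not called (mean 0.24, camera adjusted p = 0.22, fry 0.0399, 2 higher when adjusted over the list alone), with Egr1 at 1.31 (adjusted p = 0.166) and Nr4a1 at 0.90 (adjusted p = 0.18).

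At P6, synaptic genes were lower (17 of 20 below 0, none called, 1 lower when adjusted over the list alone, mean -0.30, camera adjusted p = 0.000187, adjusted p = 0.35 with an estimated correlation), and so was the Table S1 membrane transport group (7 of 8 below 0, none called over all or over the list alone, mean -0.27, camera adjusted p = 0.00928, adjusted p = 0.404 with an estimated correlation, 0.0659 without rd1 replicate 4). Mesenchymal, scleral and muscle genes were higher (18 of 22 above 0, none called over all or over the list alone, mean 0.22, camera adjusted p = 0.024, adjusted p = 0.567 with an estimated correlation, 0.146 without wt replicate 3, 0.134 without rd1 replicate 2 and 0.0809 without rd1 replicate 4), with the collagen gene Col1a2 at 1.14 (adjusted p = 0.49). At P4, sex chromosome genes were lower (5 of 6 below 0, none called over all or over the list alone, mean -0.60, camera adjusted p = 0.0207, adjusted p = 0.266 with an estimated correlation, 0.0774 without wt replicate 3). Xist, transcribed in females, was at 11.61 ± 0.55 in wt and 10.08 ± 3.61 in rd1, and Ddx3y of the Y chromosome at 10.22 ± 0.32 and 9.66 ± 0.65. Xist was 4.69 on rd1 replicate 1. The list joins Xist with genes of the Y chromosome, so its direction has no single reading. The sex of the pooled pups is not given in the sources used here, so a difference in sex between pools cannot be told apart from genotype. Synaptic genes at P4 were lower (14 of 20 below 0, none called over all or over the list alone, mean -0.09, camera adjusted p = 0.024, adjusted p = 0.55 with an estimated correlation, 0.485 without wt replicate 3 and 0.234 without rd1 replicate 1).

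Lists with no call by camera at any age were apoptosis, lens fibre, retinal pigment epithelium (adjusted p 0.135 to 0.968 over the ages), red blood cell (0.439 to 0.974), microglia and macrophage (0.145 to 0.968) and immediate early genes (0.22 to 0.697), of which the last passed by fry at P8 (0.0399). A list's mean, median and test differed in sign at P2 for cone, lens fibre, Mueller, endothelial and Rab genes, at P4 for cone, Rab, rod, cell cycle, progenitor, amacrine, red blood cell and apoptosis genes, and at P6 for lens fibre, endothelial, photoreceptor transcription factor and Table S1 transcription genes; none of these was called.

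Over the alternatives, the adjusted p of lists ran as follows at P6: cell cycle 1.62e-46 to 0.102, bipolar 2.61e-21 to 0.0143, rod 2.61e-20 to 0.212, crystallins 1.19e-12 to 0.484, progenitor 5.53e-08 to 0.466, synapse 6.2e-07 to 0.35, glycolysis 0.00149 to 0.37, mesenchymal 0.00269 to 0.567 and Table S1 membrane 0.000326 to 0.404. At P2 it was 1.43e-08 to 0.621 for rod, 0.00087 to 0.165 for photoreceptor transcription factors, 4.19e-05 to 0.507 for glycolysis, and 5.52e-13 to 0.115, 2.81e-08 to 0.58, 2.51e-08 to 0.35 and 9.14e-13 to 0.0291 for the Table S1 membrane, cytoskeleton, metabolic and transcription groups. At P4 it was 1.32e-10 to 0.759 for crystallins, 0.00356 to 0.484 for sex chromosome and 0.00307 to 0.77 for synapse genes. At P8 it was 2.16e-08 to 0.55 for rod, 0.0103 to 0.55 for cone, 8.24e-07 to 0.847 for cell cycle, 1.03e-05 to 0.55 for Mueller, 2.07e-05 to 0.77 for bipolar, 0.00351 to 0.595 for amacrine, 0.000349 to 0.484 for ganglion, 3.77e-07 to 0.495 for endothelial, 0.000825 to 0.455 for Rab, 1.2e-06 to 0.35 for synapse, 0.000566 to 0.37 for Table S1 membrane and 0.00492 to 0.851 for crystallins.

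Other splits of the 8 arrays of an age into 4 and 4 were set beside the real one; list counts here are adjusted over the lists of that age. At P2 6 of 35 splits called as many probe sets (9, highest other split 3484), 6 with the fold (7, highest other 1743) and 4 as many lists (7, highest other 10). At P4 these were 7 (1, highest other 32), 7 (1, highest other 26) and 32 (1, highest other 7). At P6 they were 2 (47, highest other 2887), 2 (42, highest other 1496) and 5 (9, highest other 13), and at P8 3 (48, highest other 83), 4 (30, highest other 70) and 11 (11, highest other 13). At each age chance cannot be excluded for these counts. Over all ages 4 of 100 drawn splits, the real one included, called as many (10, highest other 153). This share is just under 0.05 and the only such share among the 14 counts tested this way. With that many counts and 100 draws, it does not firmly exclude chance. The split of P2 with 3484 sets wt replicates 1 and 2 and rd1 replicates 2 and 3, the 4 arrays with Pde6b against the label, against the other 4. It joins arrays low in Pde6b (wt replicates 1 and 2) with arrays high in it (rd1 replicates 2 and 3). It is therefore not the grouping that exchanged labels would give. That grouping, wt replicates 1 and 2 and rd1 replicates 1 and 4 against the rest, called 20 probe sets and 17 with the fold. The split of P6 with 2887 sets wt replicates 1 and 4 and rd1 replicates 3 and 4 against the rest and follows the 18S control signal, which is 10.55 to 10.89 on these 4 and 5.58 to 8.81 on the others. The splits with 3484 and 2887 point to a structure of the samples beside the labelled genotype. With the 18S signal as a covariate, 66 probe sets were called at P6 and 55 with the fold.

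An earlier stage of development of the rd1 P6 retinas is a hypothesis for the higher cell cycle and the lower rod and bipolar genes, as in wt these lists change from P4 to P8 by -3.21, 2.35 and 2.16. Over 12280 genes outside the lists, the difference at P6 correlated with the wt change from P4 to P8 at -0.53, more strongly than in any of the other 34 splits (highest other 0.512). A lower share of rods alone is argued against by the bipolar mean of -0.78 (standard error 0.15 over genes and 0.10 over arrays). The hypothesis may hold, but litters and their ages within the day are not given in the sources used here, so genotype and stage stay confounded.

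When Pde6b itself is left out, whether genes near it are more frequent among called genes than elsewhere stays open. Adjusted over the 10 two-sided Fisher's exact tests made, the smallest p was 0.0537. The 10 include those of the P4 set, which held 0 genes, so their outcome was fixed. Leaving these out would lower the adjusted p, which lies close to 0.05. The side of that threshold on which it falls therefore depends on whether they are counted. The p-values that follow are unadjusted. Of 7 other genes called over all ages 2 lie on its chromosome (6.24% of tested genes do; two-sided Fisher's exact test, p = 0.0662), and both, 2610524H06Rik and Sbno1, lie within 20 Mb (2.23% of tested genes, p = 0.00966). By the same exact test, at P8 7 of 43 lie on its chromosome (p = 0.0161) and 4 within 20 Mb (p = 0.0151), at P6 4 of 39 (p = 0.305) and 1 within 20 Mb (p = 0.586), and at P2 1 of 9 (p = 0.44) and 0 within 20 Mb (p = 1). The count of 2 was 4 without wt P2 replicate 1, rd1 P2 replicate 2 or rd1 P4 replicate 4, and 5 without rd1 P8 replicate 4. The 7 at P8 include Spp1, Csn3, 2610524H06Rik and Sbno1. By the paper's methods both genotypes are on a C57BL/6 background, and the mutant mice carry rd1 together with the linked light ear mutation. Whether sequence differences between the genotypes lie near Pde6b or under these probe sets was not tested, nor was an effect of light ear.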
